# LIN-42, the *Caenorhabditis elegans* PERIOD homolog, Negatively Regulates MicroRNA Transcription

**DOI:** 10.1371/journal.pgen.1004486

**Published:** 2014-07-17

**Authors:** Roberto Perales, Dana M. King, Cristina Aguirre-Chen, Christopher M. Hammell

## Abstract

During *C. elegans* development, microRNAs (miRNAs) function as molecular switches that define temporal gene expression and cell lineage patterns in a dosage-dependent manner. It is critical, therefore, that the expression of miRNAs be tightly regulated so that target mRNA expression is properly controlled. The molecular mechanisms that function to optimize or control miRNA levels during development are unknown. Here we find that mutations in *lin-42*, the *C. elegans* homolog of the circadian-related *period* gene, suppress multiple dosage-dependent miRNA phenotypes including those involved in developmental timing and neuronal cell fate determination. Analysis of mature miRNA levels in *lin-42* mutants indicates that *lin-42* functions to attenuate miRNA expression. Through the analysis of transcriptional reporters, we show that the upstream *cis-*acting regulatory regions of several miRNA genes are sufficient to promote highly dynamic transcription that is coupled to the molting cycles of post-embryonic development. Immunoprecipitation of LIN-42 complexes indicates that LIN-42 binds the putative *cis-*regulatory regions of both non-coding and protein-coding genes and likely plays a role in regulating their transcription. Consistent with this hypothesis, analysis of miRNA transcriptional reporters in *lin-42* mutants indicates that *lin-42* regulates miRNA transcription. Surprisingly, strong loss-of-function mutations in *lin-42* do not abolish the oscillatory expression patterns of *lin-4* and *let-7* transcription but lead to increased expression of these genes. We propose that *lin-42* functions to negatively regulate the transcriptional output of multiple miRNAs and mRNAs and therefore coordinates the expression levels of genes that dictate temporal cell fate with other regulatory programs that promote rhythmic gene expression.

## Author Summary

MicroRNAs play pervasive roles in controlling gene expression throughout animal development. Given that individual microRNAs are predicted to regulate hundreds of mRNAs and that most mRNA transcripts are microRNA targets, it is essential that the expression levels of microRNAs be tightly regulated. With the goal of unveiling factors that regulate the expression of microRNAs that control developmental timing, we identified *lin-42*, the *C. elegans* homolog of the human and *Drosophila period* gene implicated in circadian gene regulation, as a negative regulator of microRNA expression. By analyzing the transcriptional expression patterns of representative microRNAs, we found that the transcription of many microRNAs is normally highly dynamic and coupled aspects of post-embryonic growth and behavior. We suggest that *lin-42* functions to modulate the transcriptional output of temporally-regulated microRNAs and mRNAs in order to maintain optimal expression of these genes throughout development.

## Introduction

MicroRNAs (miRNAs) are non-coding RNA molecules that post-transcriptionally regulate gene expression [1]. The maturation of miRNAs is a stepwise process that begins with the RNA polymerase II-dependent transcription of long capped and polyadenylated primary miRNAs (pri-miRNAs) [2], [3]. Most pri-miRNAs are then endonucleolytically cleaved by the nuclear Microprocessor complex, composed of Drosha (an RNase III enzyme) and its binding partner Pasha, to yield a ∼70 nt precursor miRNA hairpin (pre-miRNA) [4]. After export to the cytoplasm, the pre-miRNA is cleaved by Dicer (a second Type III RNase) yielding a ∼22 nt duplex that consists of the mature miRNA and its corresponding passenger RNA [5], [6]. The mature single-stranded ∼22 nt miRNA is then loaded into the Argonaute and GW182 to form the miRNA-induced Silencing Complex (miRISC) [7]–[9]. Through partial complementary base-pairing between the miRNA and target mRNA, the miRISC complex negatively regulates gene expression by either translational repression or mRNA degradation [7], [10]. *In vivo*, target mRNA down-regulation is directly proportional to the amount of miRNA associated with miRISC [1].

Experimental and computational approaches indicate that an individual miRNA can bind to and regulate hundreds of mRNAs and that the majority of protein-coding genes are miRNA targets [11]–[14]. As such, miRNAs have been implicated in a variety of developmental and cellular processes including cell fate specification, proliferation and apoptosis [15]–[19]. In many of these scenarios, the expression of distinct miRNAs is tightly controlled and/or the individual steps of miRNA biogenesis are actively regulated at either the transcriptional or post-transcriptional level by sequence-specific transcription factors or RNA-binding proteins, respectively. For example, some regulatory proteins control miRNA biogenesis by directly binding structural elements within the pri- or pre-miRNA transcript whereas others broadly impact global miRNA biogenesis by inhibiting enzymes required for general miRNA processing and/or activity [20]. Importantly, many of the proteins that regulate miRNA biogenesis are highly conserved and mutations in these genes result in a variety of developmental disorders and diseases [20].

The *C. elegans* heterochronic pathway has been instrumental to our understanding of the principles of miRNA-mediated gene regulation and for the identification of components that are required to control miRNA expression, metabolism and activity [21]. Post-embryonic development in *C. elegans* proceeds through a series of four larval stages, punctuated by molts, in which the temporal and spatial patterns of cell division and differentiation are tightly orchestrated and invariant [22]. Heterochronic genes organize temporal patterns of development by controlling stage-specific gene expression. Defects in heterochronic genes cause animals to display temporal cell fate transformations including either the inappropriate skipping or reiteration of stage-specific patterns of cell divisions [23]. An overarching feature of the heterochronic pathway is that many protein-coding genes that are important for controlling temporal patterning are post-transcriptionally regulated by miRNAs [16], [24]–[28]. In this context, miRNAs are expressed at defined times during post-embryonic development and function as molecular switches to inhibit earlier patterns of development and promote the emergence of later gene expression profiles. Throughout post-embryonic development, the expression of heterochronic miRNAs is regulated at both the transcriptional and post-transcriptional levels [20], [29]–[32]. In addition, mutations that alter heterochronic miRNA expression often display strong temporal patterning and behavioral phenotypes [16], [33]–[36].

While the regulatory strategies that dictate patterns of cell fate specification have rapidly emerged through the identification of conserved heterochronic genes, we still lack a deep understanding of how the temporal expression of heterochronic genes are coordinated with aspects of growth and behavior. This coupling is especially important as many post-embryonic cell division and cell fate specification events are intimately tied to the molting cycle [37], [38]. Surprisingly, most of the known genes required for molting do not dramatically alter temporal cell fates and only a few heterochronic genes disrupt the reiterative process of molting [23], [38]–[45]. The molting phenotypes associated with heterochronic mutants usually result from inappropriate temporal cell fate transformations that lead to either a cessation (for precocious heterochronic mutants) or an inappropriate reiteration (for retarded heterochronic mutants) of molting [16], [23]–[28], [31], [33], [34], [42]–[45]. To date, only a single heterochronic gene, *lin-42*, is known to alter both temporal patterning of cell fate specification and the precise timing of recurrent developmental events [39]. *lin-42* is the *C. elegans* homolog of human and *Drosophila* PERIOD and was initially identified as a heterochronic mutant that precociously executes adult-specific patterns of development after the third larval molt [46]–[48]. The *lin-42* locus is complex and encodes three protein isoforms (LIN-42A, LIN-42B and LIN-42C) that are expressed from two distinct promoters (Figure 1A) [39], [46]–[48]. During post-embryonic development, *lin-42* mRNA levels fluctuate over the molting cycles and peak once during each larval stage [39], [46]–[48]. While its precocious developmental phenotypes are similar to other heterochronic mutants, the periodic expression pattern of LIN-42 distinguishes it from other monotonically expressed heterochronic proteins. Therefore, *lin-42* has been proposed to play a more iterative role in developmental timing. However, its relationship to and interplay with other heterochronic genes has been difficult to establish at the molecular level. In addition to altering temporal patterns of development, mutations that disrupt the expression of LIN-42A and LIN-42B isoforms display dramatic defects in behavior and molting [39]. Specifically, *lin-42a/b* mutants alter the normally synchronous molting patterns displayed by wild-type animals and these defects frequently result in lethality [39]. Given that LIN-42 is a nuclear protein, an attractive hypothesis is that LIN-42 coordinates gene expression programs that control the molting cycles with regulatory pathways that mediate stage-specific cell lineage programs [48]. However, this potential role for LIN-42 remains elusive because 1) the molecular nature of LIN-42 activity is yet to be defined and 2) LIN-42 downstream targets that mediate iterative (molting) and sequential (cell fate patterning) gene regulatory programs are unknown.

**Figure 1:**
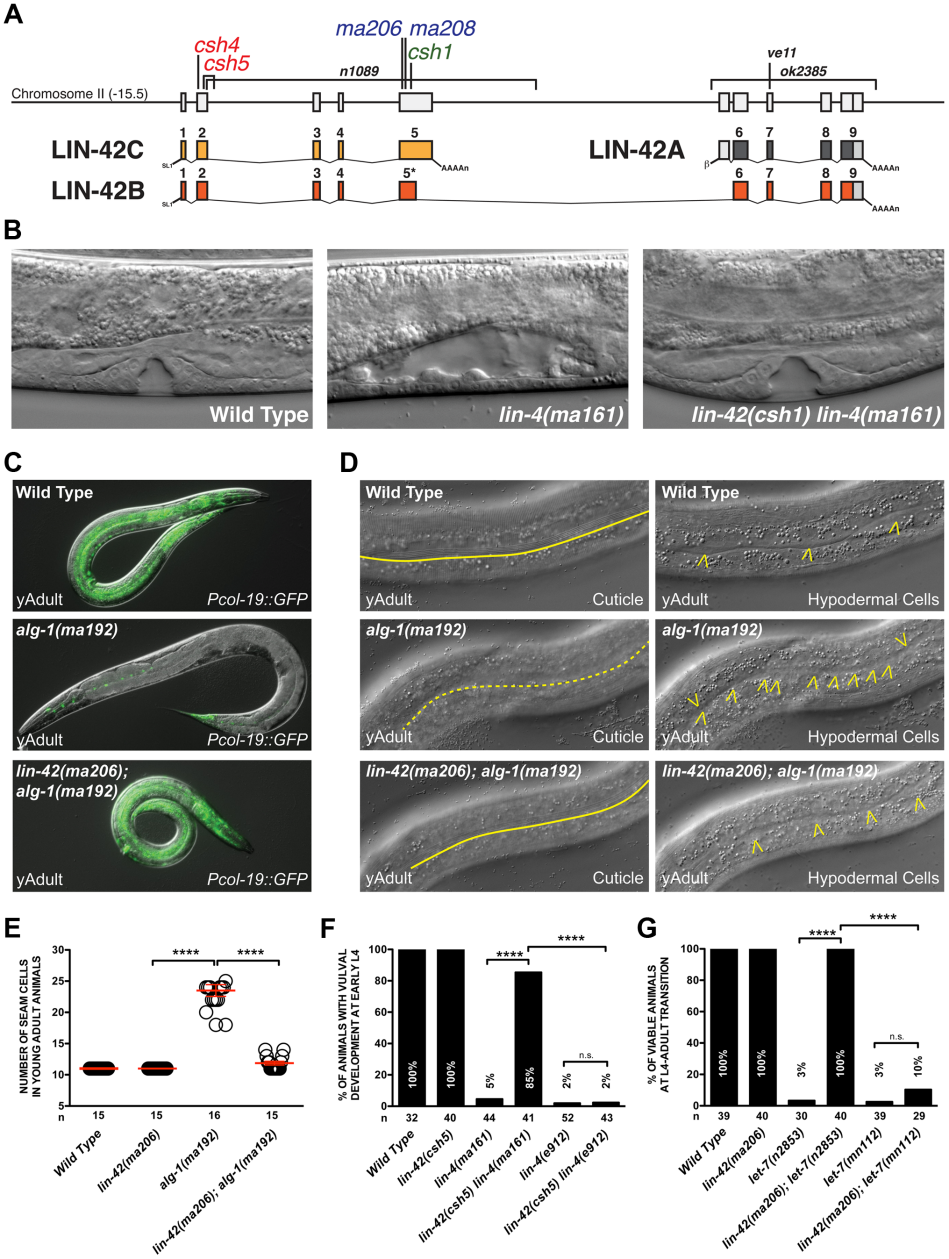
Mutations in *lin-42* suppress defects in temporal gene expression and cell lineage phenotypes of heterochronic miRNA mutants. (A) The genomic locus of *lin-42* and the corresponding location of the mutations identified in this screen. Red labeled alleles were identified in *lin-4(ma161)*, blue in *alg-1(ma192)* and green in *let-7(n2853)* genetic backgrounds. Alleles labeled in black have been previously described [39], [47], [48]. (B) Defects in vulval cell fate specification in *lin-4* mutant animals are corrected by *lin-42* mutations. (C) Adult-specific *Pcol-19::GFP* expression patterns in wild-type, *alg-1(ma192)* and *lin-42(ma206); alg-1(ma912)* animals. (D) Adult-specific alae phenotypes and seam cell phenotypes of wild-type, *alg-1(ma192)* and *lin-42(ma206); alg-1(ma192)* animals. Solid yellow lines indicate complete alae whereas dashed yellow lines indicate an absence of alae structures. Yellow arrowheads indicate lateral seam cells. (E) Quantification of seam cell numbers of young adult wild-type, *lin-42(ma206)*, *alg-1(ma192)* and *lin-42(ma206); alg-1(ma192)* animals. Red error bars indicate standard deviation from the mean (SD) (F and G) *lin-42* mutations suppress vulval cell lineage and lethality phenotypes of hypomorphic alleles of heterochronic miRNAs but not null mutations of these genes. For E, F and G, four asterisks (****) indicate a highly significant association (the two-tailed P value is less than 0.0001) between groups and/or outcomes as measured by Fisher's exact test and n.s. equals no statistical significance.

In this study, we employed multiple forward genetic screens that were collectively geared to identify negative regulators of miRNA expression. As a product of this approach, we identified mutations in *lin-42* that suppress multiple stage-specific lineage defects associated with heterochronic miRNAs. Analysis of miRNA expression in *lin-42* mutant animals suggests that LIN-42 broadly functions to negatively regulate miRNA expression is therefore is likely to act in a variety of pathways that require miRNAs for proper cell fate specification. Consistent with this hypothesis, we find that *lin-42* also plays a role in the miRNA-mediated specification of asymmetric gene expression patterns in gustatory neurons. Analysis of LIN-42 interactions with chromatin suggests that LIN-42 potentially regulates the transcription of both miRNAs and mRNAs. We demonstrate, through the use of transcriptional reporters, that *lin-42* mutations alter the transcription of *lin-4* and *let-7*. Surprisingly, mutations that remove LIN-42 isoforms containing the conserved PAS domains (required for circadian gene regulation by human and *Drosophila* PERIOD) do not uncouple miRNA expression from the molting cycle but, instead, dramatically alter the transcriptional output of miRNA genes. We conclude that a key molecular function of *lin-42* is to dynamically inhibit the transcription of post-embryonically expressed miRNAs and mRNAs to ensure the robustness of developmental gene expression.

## Results

### *lin-42* functions during post-embryonic development to ensure proper temporal cell fate specification mediated by miRNAs

The inherent dependency of the heterochronic pathway on precisely controlled miRNA activity provides a unique genetic context to identify components that control aspects of miRNA metabolism or expression. To accomplish this, we performed forward genetic screens in either *lin-4(ma161)*, *alg-1(ma192)* or *let-7(n2853)* mutant backgrounds to identify novel heterochronic mutations that correct the phenotypes associated with aberrant L1 to L2 (early), L2 to L3 (middle) or L4 to adult (late) cell fate transitions, respectively. These mutants are unique in that they express miRNAs at a much lower level than wild-type animals but do not completely eliminate their expression. *lin-4(ma161)* and *let-7(n2853)* mutations alter the conserved seed sequence of the mature miRNA and reduce levels of these miRNAs *in vivo* [16], [24]. Animals harboring *lin-4(ma161)* and *let-7(n2853)* mutations are phenotypically indistinguishable from null mutants and reiterate L1- and L4-specific cell fates, respectively (Table 1) [16], [24]. *alg-1(ma192)* mutations alter one of the two miRNA-specific Argonautes and disrupt the ability of processed miRNAs to repress downstream target mRNAs [49]. Animals harboring the *alg-1(ma192)* mutation inappropriately express *hbl-1* (the major miRNA target of miR-48, miR-241, and miR-84) in the L3 stage and reiterate L2-specific seam cell division patterns [49]. Consistent with the defects associated with the misregulation of each of these stage-specific transitions, *lin-4(ma161)*, *alg-1(ma192)* and *let-7(n2853)* animals display highly penetrant heterochronic phenotypes and fail to express adult-specific gene regulatory programs, including the expression of the adult-specific *Pcol-19::GFP* transcriptional reporter (Table 1). Suppressors of the retarded heterochronic phenotypes in each of these genetic backgrounds were identified as F2 progeny of mutagenized animals that were able to restore normal development (Figure 1C). Five mutants (*ma206*, *ma208*, *csh1*, *csh4 and csh5*) were able to suppress multiple retarded heterochronic phenotypes associated with all three mutant backgrounds. Each mutant mapped to a single locus on chromosome II (Figure 1A and Table 1), and subsequent SNP-SNP mapping and sequencing results demonstrated that all five alleles contain mutations that lie within *lin-42* and would be predicted to create a premature truncation of the *lin-42b* or *lin-42c* open reading frames (Figure 1A and Table S1) [50]. Consistent with previous analyses of *lin-42* mutations, animals harboring the *ma206*, *ma208*, *csh1*, *csh4* or *csh5* allele display highly-penetrant precocious heterochronic phenotypes (Table 1) which were rescued with a fosmid containing the genomic fragment of the wild-type *lin-42* gene [46]–[48]. Mutations in *lin-42* have been demonstrated to suppress heterochronic phenotypes associated with multiple heterochronic mutants, including *lin-4* and *let-7* [16], [46], [47], [51]. In these reports, only terminal cell lineage phenotypes, including a correction of the L4-to-adult vulval bursting phenotypes, restoration of adult-specific expression of *Pcol-19::GFP*, and formation of adult-specific alae were assayed.

**Table 1:** *lin-42* mutations suppress heterochronic phenotypes of multiple heterochronic miRNAs.

			Precocious alae		Adult alae		Adult	
#	Strain	Genotype^a^	formation at L4^b^	*n = *	formation^b^	*n = *	*col-19_pro_::GFP*	*n = *
1	VT1367	wild-type	0	30	100	30	100	37
2	HML252	*lin-42(n1089)*	80	30	100	31	100	40
3	VT2187	*lin-42(ma206)*	70	26	100	22	100	38
4	VT2198	*lin-42(ma208)*	38	48	100	41	100	27
5	HML18	*lin-42(csh1)*	47	30	100	24	100	42
6	HML43	*lin-42(csh4)*	40	23	100	20	100	30
7	HML44	*lin-42(csh5)*	60	34	100	25	100	30
8	VT2077	*lin-31(n1053)* c	0	30	100	30	100	34
9	VT2079	*lin-31(n1053); alg-1(ma192)* c	0	30	10	29	0	33
10	VT2383	*lin-42(ma206); alg-1(ma192)*	9	23	100	22	100	37
11	HML6	*lin-4(e912)*	0	30	0	19	0	24
12	HML7	*lin-42(ma206) lin-4(e912)*	0	30	48	23	100	24
13	HML264	*lin-42(csh5) lin-4(e912)*	0	30	30	30	100	26
14	HML2	*lin-4(ma161)*	0	30	0	29	0	23
15	HML3	*lin-42(ma206) lin-4(ma161)*	0	30	100	20	96	23
16	HML21	*lin-42(csh1) lin-4(ma161)*	19	27	37	35	100	35
17	HML24	*lin-42(csh4) lin-4(ma161)*	23	44	42	33	100	35
18	HML25	*lin-42(csh5) lin-4(ma161)*	9	43	54	28	100	35
19	CB1309	*lin-2(e1309)* d	0	20	100	20	-	-
20	HML9	*lin-2(e1309) unc-3(e151) let-7(mn112)* d	0	20	0	22	0	40
21	HML15	*lin-42(ma206); unc-3(e151) let-7(mn112)* d	0	21	33	30	-	-
22	HML20	*lin-42(csh1); unc-3(e151) let-7(mn112)* d	0	22	0	22	55	31
23	HML11	*lin-2(e1309) let-7(n2853)* d	0	30	27	26	17^e^	35
24	HML14	*lin-42(ma206); let-7(n2853)*	0	30	100	30	100	30

a Animals contain *maIs105*, an adult-specific *col-19pro::GFP* reporter that is integrated on chromosome V.

b Presence and quality of cuticular alae structures were assayed by Normarski DIC optics. Only one side of each animal was scored.

For most alleles of *lin-42*, L4-staged animals expressed adult alae but alae were not continuous (contained gaps) along the entire lateral.

c Animals harboring the *alg-1(ma192)* mutation display a 100% vulval bursting phenotype. The *lin-31(n1053)* mutation suppresses the vulval bursting phenotypes and causes *lin-31(n1053); alg-1(ma192)* animals to display a 100% vulvaless (Vul) phenotype. The *lin-31(n1053)* allele does not alter the seam cell heterochronic phenotypes of *alg-1(ma192)*.

d *lin-2(e1309)* mutations cause animals to lack a vulva but do not alter temporal patterning of the hypodermal seam cells. The *lin-2(e1309)* allele was included in strains that contain *let-7* mutations to prevent the highly penetrant vulval bursting phenotypes.

We next sought to determine whether the *lin-42* mutations we isolated suppressed only terminal heterochronic phenotypes or if they corrected additional stage-specific cell lineage defects associated with *lin-4(ma161)*, *let-7(n2853)* and *alg-1(ma192)* mutations. To test if our new *lin-42* mutants correct retarded cell lineage phenotypes, we compared multiple hypodermal cell lineages in *lin-4(ma161)*, *alg-1(ma192)*, and *let-7(n2853)* single mutants to double mutants that also harbored the individual *lin-42* candidate suppressor mutations. *lin-4* animals lack vulval structures as a consequence of reiterating L1-specific developmental programs in the hypodermis and failing to interpret inductive cues from the anchor cell that initiate vulval morphogenesis at the L3 stage [40], [52]. The vulvaless (Vul) phenotypes of *lin-4(ma161)* animals are highly penetrant (Figure 1B, F) and are almost completely suppressed by *lin-42*(*ma206*), *lin-42(ma208)*, *lin-42(csh1)*, *lin-42(csh4)* and *lin-42(csh5)* (Figure 1B, F). These results indicate that *lin-42* functions to control cell fate specification in at least the mid-L3 stage, when the vulval precursors are spatially patterned.

The ability of several of these suppressors to alleviate hypodermal cell lineage phenotypes in miRNA hypomorphic mutants was not limited to the vulval cell lineage. The lateral seam cells of *lin-4(ma161)*, *alg-1(ma192)*, and *let-7(n2853)* animals display altered temporal cell fate specification and also fail to terminally differentiate at the L4 molt. As a consequence, *lin-4(ma161)*, *alg-1(ma192)*, and *let-7(n2853)* animals lack alae structures as young adults (Table 1, Figure 1D). The alae phenotypes in *lin-4(ma161)*, *alg-1(ma192)*, and *let-7(n2853)* mutants was strongly suppressed by the *lin-42(ma206)* allele (Table 1). *alg-1(ma192)* mutants reiterate L2-specific seam cell division programs due to the inappropriate perdurance of *hbl-1* expression at the L3 stage [49]. As a consequence, young adult *alg-1(m192)* animals harbor supernumerary seam cells (23.5+/−3.78; WT = 11) (Figure 1D, E). *lin-42(ma206)* mutations strongly suppress the L2-to-L3 heterochronic phenotypes of *alg-1(ma192)* mutants as *lin-42(ma206); alg-1(ma192)* animals exhibit a significant reduction in the number of supernumerary seam cells (11.9+/−1.3) and display normal adult alae (Figure 1D and E). Therefore, *lin-42* has a role in controlling L2-to-L3 temporal cell fate transitions.

### *lin-42* mutations do not suppress lineage defects and lethal phenotypes associated with *lin-4(0)* and *let-7(0)* alleles

We asked whether our new *lin-42* alleles could suppress the heterochronic phenotypes associated with *lin-4(e912)* and *let-7(mn112)* null mutants to a level similar to that observed with the hypomorphic alleles used in our initial screens. To test this, we compared aspects of vulval cell proliferation and morphogenesis at the early L4 stage in *lin-4(ma161)*, *lin-42(csh5) lin-4(ma161)*, *lin-4(e912)* and *lin-42(csh5) lin-4(e912)* mutants to those of similarly staged wild-type and *lin-42(ma205)* animals. Lowering *lin-42* function in the context of the hypomorphic *lin-4(ma161)* background results in a strong restoration of vulval development with 85% of animals exhibiting induction/proliferation and invagination of P cells from the larval cuticle (Figure 1B and F). Surprisingly, 42% percent of *lin-42(csh5) lin-4(ma161)* animals exhibited morphologically normal adult vulva and were competent for egg laying (n = 100). In contrast, reducing *lin-42* activity in *lin-4(e912)* animals has little or no effect on P cell proliferation and vulval morphogenesis (Figure 1F). *lin-42* exhibits a similar genetic relationship to *let-7* mutations. Both hypomorphic (*n2853*) and null (*mn112*) alleles of *let-7* display highly penetrant vulval bursting phenotypes at the L4-to-adult transition (Figure 1G) [16], [28]. *lin-42* mutations almost completely suppress the lethality associated with larval-to-adult transitions in *let-7(n2853)* animals but do not statistically improve the viability of *let-7(mn112)* adults (Figure 1G). These results strongly suggest that *lin-42* mutations are not bypass suppressors of *lin-4* or *let-7* mutant phenotypes but likely require a minimum level of *lin-4* or *let-7* activity for suppression.

### *lin-42* loss-of-function mutations lead to an overproduction of many *C. elegans* miRNAs

One mechanism by which *lin-42* mutations could suppress multiple hypomorphic miRNA mutants would be that *lin-42* normally functions to repress some aspect of miRNA metabolism. To directly test this hypothesis, we measured the abundance of several mature miRNAs when *lin-42* function is compromised. Northern blot analysis of total RNA extracted from morphologically-staged, young adult animals demonstrates that the total amount of *lin-4* and *let-7* miRNAs in *alg-1(ma192)* mutants is 1–1.5 fold lower than the levels found in wild-type animals (Figure 2A and B). In addition to reducing the levels of mature *let-7* miRNA, *alg-1(ma192)* animals display a slight reduction in pre-miRNA processing and accumulate the pre-*let-7* hairpin precursor. This under-accumulation phenotype of mature *lin-4* and *let-7* miRNAs in *alg-1(ma192)* mutants is suppressed when *lin-42* function is compromised (Figure 2A). Consistent with our hypothesis that *lin-42* normally inhibits miRNA biogenesis, similarly-staged *lin-42(ma206)* mutants over-accumulate both *lin-4* and *let-7* miRNAs (Figure 2A). While the amount of mature *let-7* miRNA increases in *lin-42(ma206); alg-1(ma192)* double mutants, the ratio of *pre-let-7* to mature *let-7* miRNA is similar to that detected in *alg-1(ma192)* single mutants (Figure 2A). Therefore, although mature *let-7* miRNA over-accumulates in *lin-42(ma206)* mutants, there is no change in *pre-let-7* to mature *let-7* processing efficiency as compared to wild type. These data suggest that *lin-42* mutations alter aspects of miRNA expression upstream of pre-miRNA processing.

**Figure 2:**
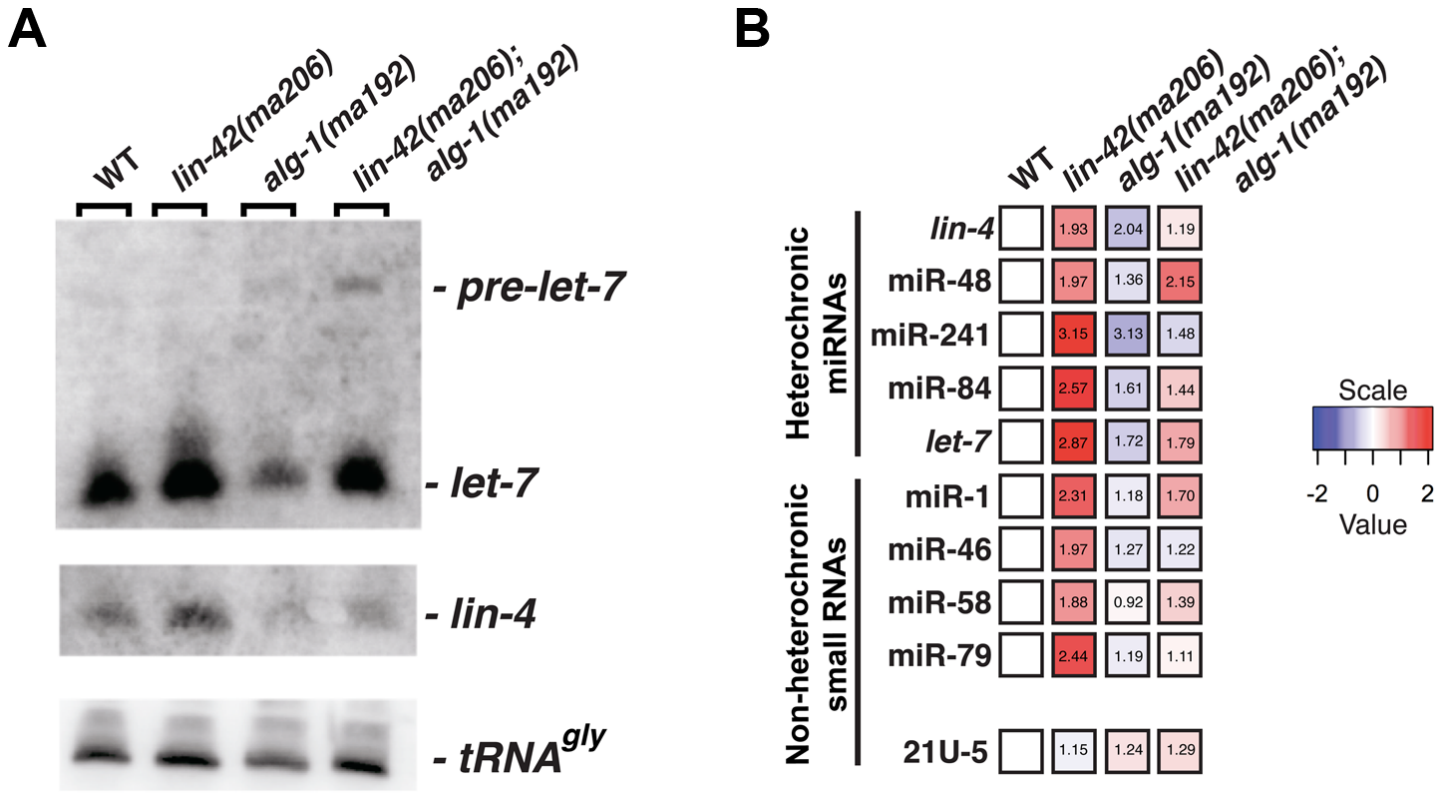
*lin-42* mutations lead to the overexpression of several miRNAs. (A) Small RNA northern analysis of 20 µg of total RNA extracted from morphologically staged, young adult wild-type, *lin-42(ma206)*, *alg-1(ma192)* and *lin-42(ma206); alg-1(ma192)* animals. Blots were probed sequentially for the indicated miRNAs. tRNAGly serves as a loading control. (B) The results of miR-TaqMan assays to quantify the levels of mature miRNAs in wild-type, *lin-42(ma206)*, *alg-1(ma192)* and *lin-42(ma206); alg-1(ma192)* animals. Notice that *lin-42(ma206)* displays the highest levels of miRNAs relative to the other genotype backgrounds. Data represent 3 biological replicates with 3 technical replicates each. Heat map colors are shown as log 2 scale as indicated and within each individual assay. Red indicates an increase in miRNA expression and blue indicates a reduction in mature miRNA levels. Numbers within each box indicate standard fold change when compared to wild-type samples.

To determine if *lin-42* plays a more broad role in modulating miRNA expression, we employed real-time quantitative PCR to measure the expression levels of additional miRNAs in morphologically-staged, young adult wild-type, *lin-42(ma206)*, *alg-1(ma192)* and *lin-42(ma206); alg-1(ma192)* animals. We measured a variety of miRNAs that display tissue-specific and temporal expression patterns that are distinct from *lin-4* and *let-7* miRNAs [35], [53]–[58]. For comparison, we also assayed the expression of two additional small nuclear RNAs (U18 and sn2343) as well as two 21U RNAs that associate with PRG-1, a distinct Argonaute involved in the *C. elegans* piRNA pathway [59]–[61]. Consistent with the observation that *alg-1(ma192)* mutations broadly affect miRNA expression, the abundance of all miRNAs tested (*lin-4*, miR-48, miR-241, miR-84, *let-7*, miR-1, miR-46, miR-58 and miR-79) was decreased in *alg-1(ma192)* mutants (Figure 2B). The general miRNA under-accumulation phenotype displayed in *alg-1(ma192)* mutants was suppressed by removing *lin-42* function (Figure 2B). Importantly, the expression levels of the 21U-RNA transcripts were not significantly altered in *lin-42(ma206)* mutants (Figure 2B). Examination of miRNA expression in *lin-42(ma206)* mutants indicate that all tested miRNAs were overexpressed from ∼1.8 to ∼3.2 fold when compared to similarly-staged wild-type animals (Figure 2B). miRNA stability is dependent on a variety of factors, including the expression levels of the Argonaute components of miRISC [62]. To determine if the increase in miRNA levels in *lin-42* mutant backgrounds was due to the overexpression of the *C. elegans* miRNA-specific Argonautes (ALG-1 and ALG-2), we quantified the levels of functional ALG-1 and ALG-2 fluorescent reporters in animals with reduced *lin-42* activity. The results of this analysis, presented in Figure S1, indicate that ALG-1 and ALG-2 expression is not altered in *lin-42(RNAi)* animals. Collectively, these results indicate that *lin-42* functions to negatively regulate the expression of a wide range of miRNAs.

### *lin-42* suppresses dosage-dependent phenotypes of non-heterochronic miRNA mutants

Because *lin-42* regulates the abundance of many miRNAs, we asked if *lin-42* functions in other gene regulatory pathways where controlling the expression levels of specific miRNAs is critical for proper cell fate determination. To test this idea, we examined how mutations in *lin-42* affected the cell fate specification of two bilaterally symmetric gustatory neurons, ASE left (ASEL) and ASE right (ASER). Normally, a complex gene regulatory network composed of miRNAs and transcription factors form a bi-stable, double-negative feedback loop that ensures mutually exclusive gene expression programs in ASEL and ASER neurons [63], [64]. A major determinant of the exclusive gene expression programs in these two neurons is the ASEL-specific expression of the *lsy-6* miRNA and the resulting down-regulation of its target, *cog-1*. Animals completely lacking *lsy-6* fail to down regulate COG-1 in ASEL, and, as a consequence, ASEL neurons in *lsy-6(ot71)* null mutants adopt an ASER cell fate [63]. These phenotypes can be monitored by a failure to express the *Plim-6::GFP* transcriptional reporter in ASEL in *lsy-6* mutants (Figure 3A). Importantly, *lsy-6*-mediated repression of *cog-1* is dosage-dependent; weak alleles of *lsy-6*, such as *ot150*, under-accumulate *lsy-6* miRNA as a consequence of reduced *lsy-6* transcription and result in a partially penetrant ASEL-to-ASER cell fate transformation phenotype (Fig. 3B) [64]. The *ot150* allele of *lsy-6* has been used in a variety of contexts as a sensitized genetic background to identify gene products that function in the miRNA pathway [65]–[67]. While 13% of animals harboring only the *lsy-6(ot150)* allele fail to maintain *Plim-6::GFP* in ASEL, the penetrance of this phenotype is partially suppressed in *lin-42(ma206); lsy-6(ot150)* double mutants (Figure 3B), suggesting that *lin-42* may play a modulatory role in neuronal cell fate specification. To further explore a potential role for *lin-42* in assuring proper neuronal cell fate specification, we developed a more sensitive assay for the *lsy-6*-mediated repression of *cog-1*. As previously mentioned, *alg-1(ma192)* mutants display defects in variety of miRNA-mediated processes, including developmental timing [49]. While the *alg-1(ma192)* mutation alone does not alter *Plim-6::GFP* expression in ASEL, combining *alg-1(ma192)* with *lsy-6(ot150)* results in a dramatic increase in ASEL to ASER cell fate mis-specification (Figure 3B). As with the suppression of *alg-1(ma192)* heterochronic phenotypes, reducing *lin-42* function significantly restores normal ASEL cell fate specification in *lsy-6(ot150); alg-1(ma192)* animals (Figure 3B). Because *lsy-6-*mediated cell fate specification is established during embryonic development, we conclude that *lin-42* functions throughout development and is critical for multiple miRNA-mediated developmental processes.

**Figure 3:**
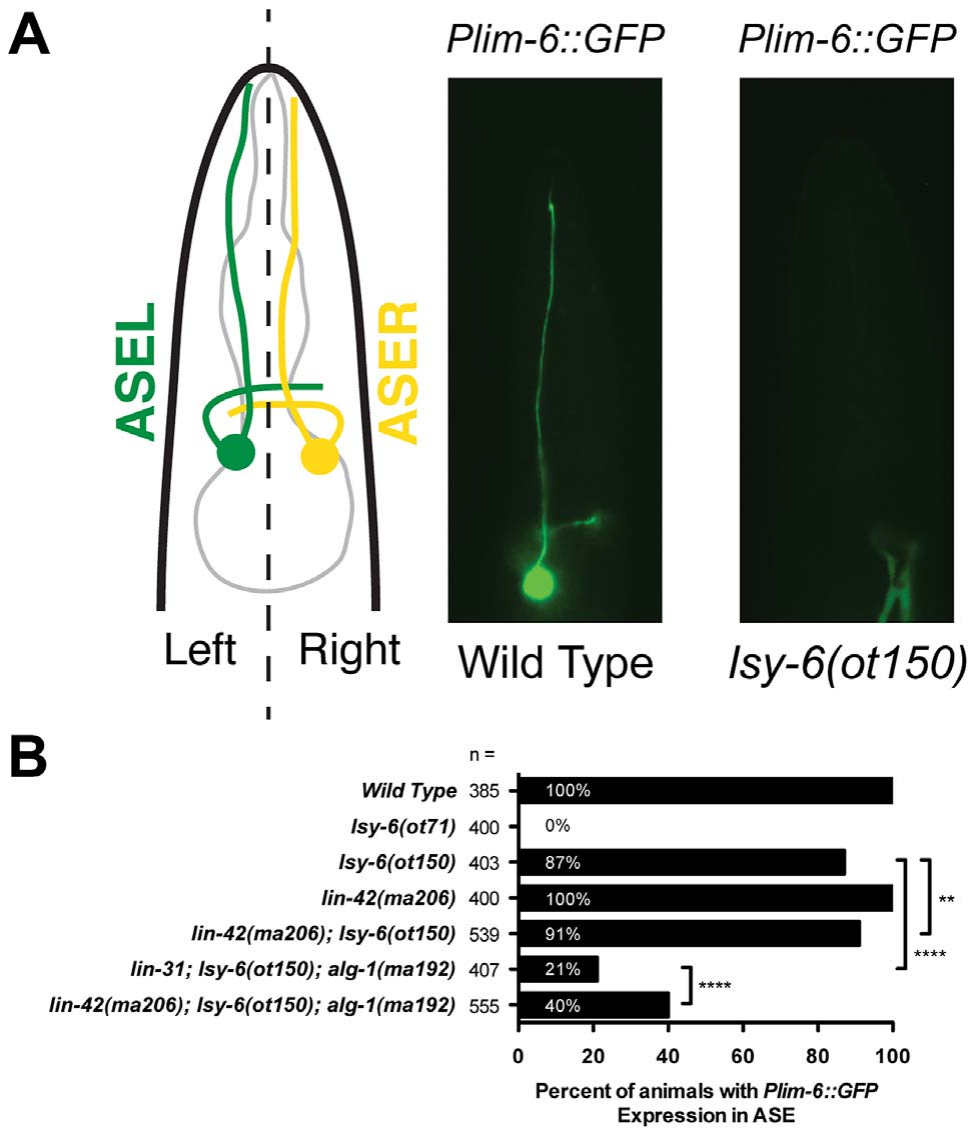
*lin-42* suppresses neuronal phenotypes associated with *lsy-6* miRNA-mediated cell fate specification. (A) A diagram of a *C. elegans* larva illustrating the location of the gustatory neurons, ASEL and ASER, whose asymmetric patterns of gene expression are controlled by the ASEL-specific expression of the *lsy-6* miRNA. Mutations in *lsy-6* result in animals that fail to express the ASEL-specific cell fate reporter *Plim-6::GFP*. (B) Quantification of *Plim-6::GFP* expression phenotypes of *lsy-6*, *lin-42*, *alg-1*, and *lin-42; alg-1* compound mutants. Four asterisks (****) indicate a highly significant association (the two-tailed P value is less than 0.0001) between groups and/or outcomes as measured by Fisher's exact test. Two asterisks (**) indicate a statistically significant association (P = 0.0242).

### miRNAs display dynamic expression patterns that are coupled to the molting cycles

To characterize the spatial and temporal expression patterns of *lin-42*-regulated miRNAs, we generated a series of engineered transcriptional reporters that contain between 2 and 5 kB of genomic upstream regulatory sequence that drives the expression of GFP fused to an optimized proline-glutamate-serine-threonine-rich (PEST) sequence. PEST domains have been demonstrated, in a variety of heterologous systems, to accelerate the degradation of target proteins via the nuclear and cytoplasmic 26S proteasome [41], [68]–[71]. In contrast to transcriptional reporters that drive the expression of stable GFP, analysis of GFP-pest expression in *Plin-4::GFP-pest*, *Plet-7::GFP-pest* or *PmiR-1::GFP-pest* transgenic animals indicates that the expression of each transcriptional reporter is highly dynamic, with peak GFP-pest expression occurring once each larval stage (n>30 animals per time point)(Figure 4A) [29], [53], [55]. The highly dynamic nature of each expression pattern was then monitored in a population of worms that were transiently arrested at the L1 diapause and then developmentally synchronized by restoring bacterial food. For each of the *mir::GFP-pest* reporters, post-embryonic GFP-pest expression was first detected at approximately 14 hours (Figure 4B, D and F). Once transcriptionally activated, *Plin-4::GFP-pest* and *Plet-7::GFP-pest* reporters peak in expression by 18–20 hours and diminish with similar kinetics (Figure 4B and D). For animals expressing the *Plet-7::GFP-pest* reporter we monitored GFP-pest expression for longer periods after release from L1 arrest. Consistent with the highly pulsatile nature of this expression pattern, GFP-pest expression was reinitiated at 30 hours, which correlates with the later portions of the L2 stage (Figure S3). While transcriptional activation of the *Pmir-1::GFP-pest* reporter was also initiated at 14 hours post-L1 arrest, the peak of *Pmir-1::GFP-pest* expression occurred at a later time point, and diminished with slower kinetics, as compared to *Plin-4::GFP-pest* and *Plet-7::GFP-pest* expression (Figure 4F).

**Figure 4:**
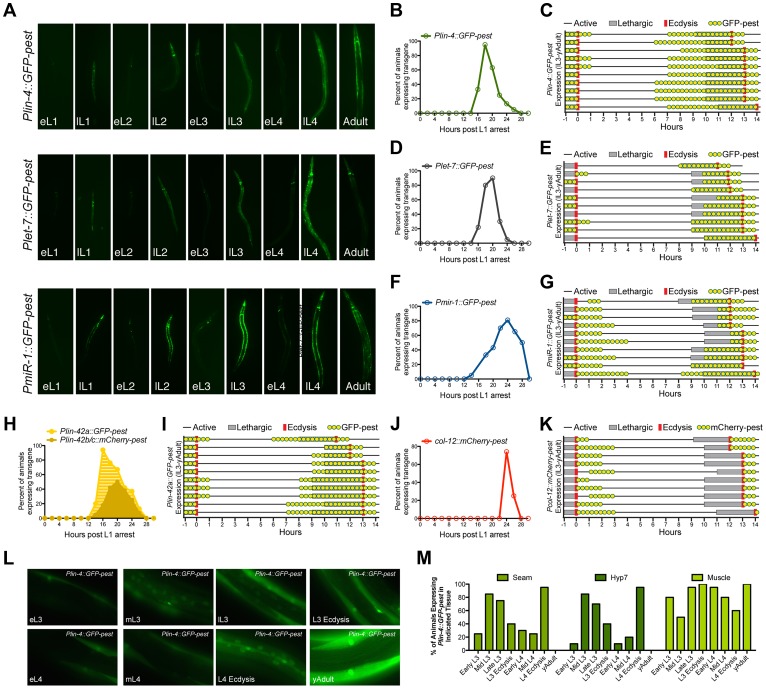
The promoters of three different miRNAs display dynamic expression patterns that are coupled to the larval molting cycle. (A) Transcriptional reporters for *lin-4*, *let-7* and *miR-1* drive GFP-pest expression in an oscillatory manner during *C. elegans* post-embryonic development. For each reporter, a single pulse of GFP expression is seen near the end of each inter-molt period of animals grown at 20°C (eL1, early L1 stage; lL1, late L1 stage). (B–K) GFP or mCherry expression profiles of animals expressing the indicated reporters. For panels B, D, F, H and J, larvae were synchronized by starvation-induced L1-diapause, fed and cultivated at 20°C. For panels C, E, G, I and H, a single animal in L3 lethargus (as judged by reduced movement and lack of pharyngeal pumping) was placed on an individual NGM plate seeded with OP50, grown at 20°C, and monitored for GFP or mCherry expression (yellow dots), the lethargus period (grey bars) or ecdysis (red bars). *Plin-4::GFP-pest* and *col-12::mCherry-pest* expression were monitored simultaneously in HML168, which co-expresses both reporters. (L) Representative fluorescent images of individual animals expressing the *Plin-4::GFP-pest* reporter at the indicated stage at 20°C. (M) Graphical representation of the percentage of animals expressing the *Plin-4::GFP-pest* reporter in any of the hyp7, seam or muscle cells at the indicated stage (n = 20 for each stage).

We then asked whether the temporal expression pattern of each *Pmir::GFP-pest* reporter was synchronized with defined stages of the molting cycle, specifically lethargus and ecdysis. To accomplish this, we isolated late-L3-staged transgenic animals and cultured them on separate nematode growth media (NGM) plates at 20°C. Individual animals were then monitored for GFP-pest expression in relation to the induction and termination of both lethargus and ecdysis (Figure 4C, E, and G). We find that the majority of animals which harbor the *Plin-4::GFP-pest* transgene cease GFP-pest expression by L3 ecdysis and resume expression by the mid-L4 stage. The pulse of *Plin-4::GFP-pest* expression at the L4 stage extends through the early portion of young adulthood and completely overlaps with the lethargus period in all animals (Figure 4C). *Plet-7::GFP-pest* expression followed a similar pattern (Figure 4E). However, GFP-pest expression was more variable at the L3-to-L4 transition and L4-specific induction of this transgene was primarily restricted to the lethargus period (Figure 4E). In contrast to the expression profiles of the *lin-4* and *let-7* reporters, induction of *Pmir-1::GFP-pest* expression began during, or immediately after, L3 ecdysis and persisted into the L4 stage. A second pulse of *Pmir-1::GFP-pest* expression completely overlapped with the L4 lethargus period and continued into early adulthood (Figure 4G). Collectively, these results suggest that the expression patterns of *lin-4*, *let-7* and *mir-1* are dynamic throughout development and that the cyclical transcription of these miRNAs is mediated by their cognate promoter sequences. Furthermore, these data show that, while each of the *Pmir::GFP-pest* reporters display pulsatile expression patterns, the transcriptional dynamics for each gene do not display a complete unity of phase in their expression profiles.

To compare the temporal expression patterns of these three miRNAs with that of *lin-42*, we constructed transgenic strains that expressed either *Plin-42a::GFP-pest* or *Plin-42b::mCherry-pest* and subjected these animals to the same time course analyses. It has been previously demonstrated that two independent promoters drive the expression of LIN-42A, LIN-42B and LIN-42C isoforms [39]. Consistent with these findings, *Plin-42a::GFP-pest* and *Plin-42b::mCherry-pest* reporters displayed highly pulsatile expression during the L1 stage with initiation and termination of expression at 12 and 28 hours post L1 arrest, respectively (Figure 4H). In addition, we find that *Plin-42a::GFP-pest* expression peaks at 16 hrs, immediately preceding the expression of the *Pmir::GFP-pest* reporters, while the peak of *Plin-42b::mCherry-pest* expression occurs at 20 hrs (Figure 4H). Detailed analysis of individual L3-to-adult animals indicates that *Plin-42a::GFP-pest* expression displays a temporal expression pattern that is highly similar to *Plin-4::GFP-pest* and *Plet-7::GFP-pest* expression (Figure 4I). Specifically, in all three reporters, *GFP-pest* expression diminishes prior to L3 ecdysis, resumes prior to the L4 lethargus period, and terminates immediately after L4 ecdysis (Figure 4I). In striking contrast to our *mir* and *lin-42* transcriptional reporters, *Pcol-12::mCherry-pest* expression does not occur during the molting cycle, but rather is exclusively expressed after each ecdysis (Figures 4J and 4K).

Previous analysis of *lin-4* and *let-7* expression indicates that these miRNAs are expressed in a variety of tissues, including the hypodermis, intestine and muscle [29], [35], [53], [57]. To determine if *Plin-4::GFP-pest* displays differential temporal expression patterns in a subset of these tissues, we conducted a detailed examination of GFP-pest expression from the early-L3 to the young adult stage. Twenty animals from each of eight morphologically-defined stages were imaged (Figure 4L and Figure S4) and then qualitatively scored for GFP-pest expression in seam cells, hyp7 cells or lateral muscle cells (Figure 4M). Expression of the *Plin-4::GFP-pest* reporter peaked in hyp7 and seam cells at the mid- and late-L3 stage and then again at the late-L4 stage. In addition, the majority of animals exhibited a cessation of hyp7 and seam cell *Plin-4::GFP-pest* expression immediately after L4 ecdysis (Figure 4M). In contrast, *Plin-4::GFP-pest* expression in muscle cells displayed a different transcriptional profile. In the majority of animals, expression of GFP-pest in muscles peaked at L3 ecdysis, gradually diminished throughout the remainder of the L4 stage, and increased again at the young adult stage (Figure 4M). These results suggest that, while *lin-4* is dynamically expressed once each larval stage, its promoter activity may be differentially regulated in distinct tissues.

### LIN-42 is enriched at promoters of coding and non-coding genes

Analysis of the *Plet-7::GFP-pest* and *Plin-4::GFP-pest* reporters in *lin-42* loss-of-function (lf) animals demonstrated that mutants that alter either *lin-42 b/c (lin-42(n0189))* or *lin-42a/b (lin-42(ok2385))* isoforms display elevated *Pmir-GFP-pest* expression in late larval development (Figure 5A, B and Figure S2). These altered temporal expression patterns suggested that *lin-42* may normally function to modulate aspects of miRNA transcription. To investigate the potential interactions between LIN-42 and transcriptional regulatory elements, we performed chromatin immunoprecipitation coupled to high throughput sequencing (ChIP-seq) using extracts prepared from animals harboring a functional, GFP-tagged allele of *lin-42* (Figure 5C). 

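Chromatin from larvae grown at 20°C and collected at the L4 stage was immunoprecipitated in 3 ChIP libraries. LIN-42::GFP replicates 1 and 2 used an antibody against GFP, and 1 library, with no replicate, used an antibody against endogenous LIN-42. The sample labels name a single strain for all 5 samples, and Text S1 describes the use of both antibodies on GFP-tagged LIN-42. DNA from 2 input samples, which had not been immunoprecipitated, was sequenced beside them. The authors aligned reads of 76 nucleotides from a single end to the ce10 genome with Bowtie2, kept the uniquely aligned ones, and called peaks with MACS 1.4.2 in each library alone at a p-value of 1e-05. The header of each deposited list gives the depth. LIN-42::GFP replicate 1 held 833169 aligned tags, of which 38236 were left after MACS kept a single tag per position, so that it counted 95% as redundant. For LIN-42::GFP replicate 2 these were 4334100 and 43991 tags (99% redundant), and for endogenous LIN-42 they were 2268716 and 122089 tags (95% redundant). The input control named for LIN-42::GFP replicate 1 kept 3320847 tags and that for replicate 2 kept 1697123, while the header of the endogenous LIN-42 list names no control. Each peak comes with its position, width, summit, number of tags, a score from the MACS p-value and a summit fold enrichment over background. These values are the authors', and peaks were ranked, filtered and compared by them only within their own list. A LIN-42::GFP replicate 1 peak was called shared when it overlapped a replicate 2 peak by at least 1 bp, and was given the class, gene and distance of the Table S2 region that overlaps it most. Intron and exon numbers are those of Table S2 and need not count from the start site. In pqn-59 the peak in exon 5 of 6 lies 593 bp from it and that in exon 2 lies 1507 bp from it. The copy of Table S2 used here holds 1 region fewer than the 413 that the paper counts, so no enrichment test was run on its classes or genes. Its count in each class equals the one that the paper gives, so the copy is not shown to be incomplete. Overlaps between lists were compared with 100000 random rotations of 1 list along each chromosome (one-sided test, 1e-05 being the smallest p that they can give). Intervals are 95% Wilson intervals, which cover counting error only. All coordinates are those of ce10.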

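LIN-42::GFP peaks found in both replicates lay on all 6 chromosomes, from 40 on chromosome II to 89 on chromosome V. A shared peak in intron 10 of 11 of lag-1, which encodes the DNA-binding effector of Notch signaling, spanned 6108558 to 6108681 of chromosome IV and held 12 tags in replicate 1 and 10 in replicate 2. A peak 496 bp from the start site of pha-4, the FoxA factor of pharynx development, held 8 tags in each replicate (chromosome V, 20756325 to 20756444). At unc-30, a homeobox gene of GABAergic neurons, the replicate 1 peak had 41 tags and the replicate 2 peak 7 (chromosome IV, 13115831 to 13116337). Of the 946 peaks of replicate 1, 395 were shared (41.8%, interval 38.7% to 44.9%), against a mean of 9.98 and a maximum of 97 in the permutation test by rotation (p = 1e-05). These overlapped 399 of the 2580 peaks of replicate 2 (15.5%, interval 14.1% to 16.9%). Shared peaks held a median of 11 tags in each replicate and unshared peaks a median of 4 (two-sided permutation test of the medians, p = 1e-05 in each list). In replicate 1 their median width was 153 bp, against 136 bp for unshared peaks (two-sided permutation test, p = 0.0341); with clustered peaks, those within 2000 bp of another peak of their list, left out, the p was 0.147, and with summits within 200 bp as the definition of shared it was 0.819. The share of replicate 1 peaks found in replicate 2 went from 8.68% at 4 tags to 90.1% at 16 or more tags. The count of shared peaks was 254 at a MACS p-value of 1e-10 or less in both lists, and 249 without clustered peaks.

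**Figure D1:**
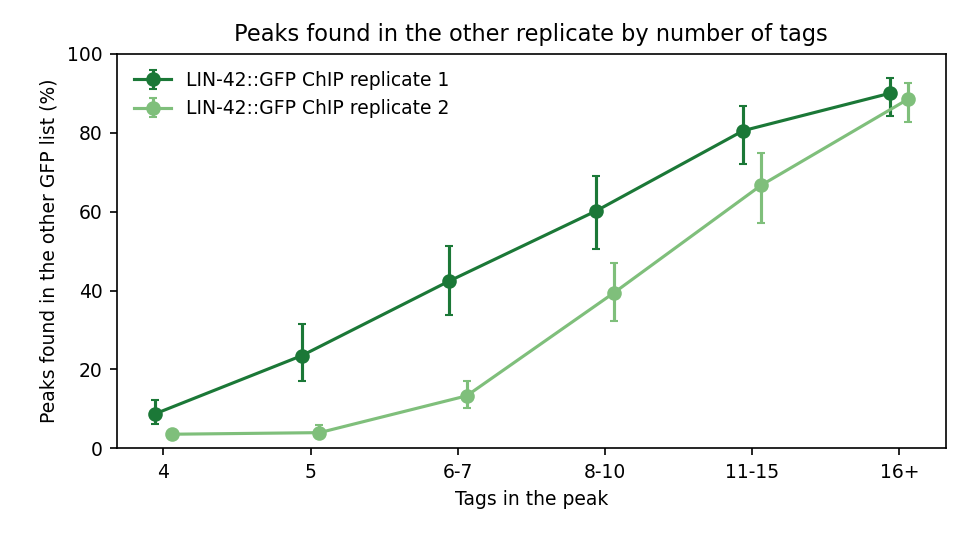
Share of peaks of each LIN-42::GFP replicate found in the other replicate (%, vertical axis) by the number of tags in the peak (horizontal axis). Points are shares of all peaks in a bin and bars are 95% Wilson intervals; replicate 2 goes from 3.54% of 1213 peaks at 4 tags to 88.6% of 166 peaks at 16 or more tags.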

From two independent biological ChIP-seq replicates derived from separate L4-staged extracts, we obtained 413 high confidence peaks corresponding to chromosomal regions in which LIN-42 is enriched (see Table S2 and Materials and Methods). 

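At let-7, the microRNA gene that directs the transition from larval to adult cell fates, LIN-42::GFP replicate 1 had 3 peaks and replicate 2 had 1 peak. They lie in the region of chromosome X from 14742029 to 14749245 that Text S1 gives for the let-7 reporter, without naming its genome build. That region is longer than the fragment length given there, so it does not show which peaks lie in the reporter sequence. The replicate 1 peaks span 14744456 to 14744927 (11 tags, 145.6-fold over the MACS background), 14745042 to 14745544 (15 tags, 194.13-fold) and 14745946 to 14746175 (12 tags, 242.66-fold). The replicate 2 peak spans 14744322 to 14744463, with 8 tags, a fold enrichment of 165.32 and a MACS false discovery rate of 0.72%. Within its list, the replicate 2 peak had a higher fold enrichment than 96.3% of peaks, and the most enriched replicate 1 peak than 86.7% of peaks. The replicate 2 peak and the nearest replicate 1 peak overlap by 8 bp, with summits 452 bp apart, so that let-7 would have no shared peak if summits had to lie within 200 bp or each peak had to cover 50% of the other. Table S2 places the region 422 bp from the start site of let-7 as a promoter of a non-coding gene. The endogenous LIN-42 list has no peak in the region.

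**Figure D2:**
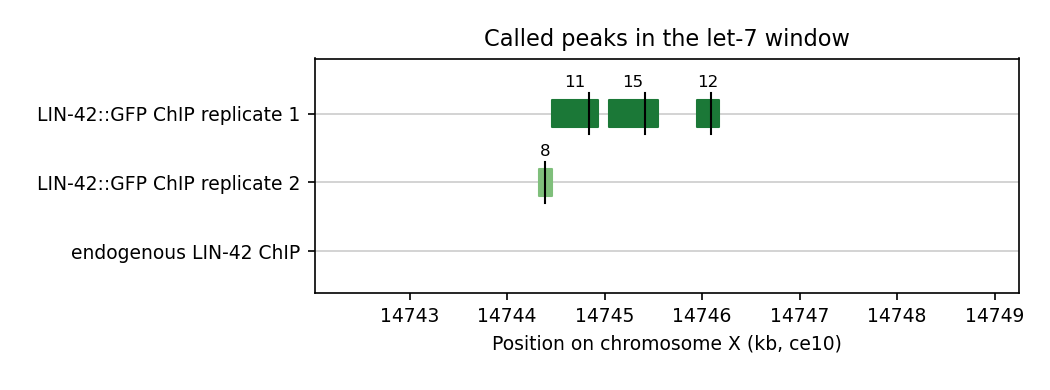
Called peaks in the let-7 region, by position on chromosome X in kb (horizontal axis) and library (vertical axis). Boxes are peaks, black ticks their summits and the numbers above them their tags; the 3 peaks of LIN-42::GFP replicate 1 hold 11, 15 and 12 tags, the peak of replicate 2 holds 8, and the endogenous LIN-42 library has none.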

In agreement with the hypothesis that LIN-42 regulates *let-7* transcriptional activity, we find LIN-42 binding sites at conserved *let-7* promoter regions that have been previously demonstrated to control *let-7* expression (Figure 5C) [31], [35], [57]. 

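Shared LIN-42::GFP peaks lay upstream of genes of many kinds, inside introns and between genes. Among promoter peaks, that of lgc-42, a ligand-gated ion channel gene, spanned 1997093 to 1997225 of chromosome III, 678 bp from the start site, with 24 tags in each replicate. That of hlh-11, which encodes a basic helix-loop-helix factor, spanned 9621335 to 9621465 of chromosome III, at 660 bp. Among intron peaks, zip-6, a bZIP transcription factor gene, had a peak in intron 1 of 4 (chromosome IV, 11215784 to 11215920; 30 and 28 tags), and acy-1, an adenylyl cyclase gene, had a peak in intron 1 of 12 (chromosome III, 4724027 to 4724174; 22 and 16 tags). By the class that Table S2 gives the overlapping region, 148 of the 395 shared peaks were in promoters (37.5%, interval 32.8% to 42.3%), 126 of them at coding and 22 at non-coding genes. Introns of coding genes held 96 (24.3%, interval 20.3% to 28.8%), 7 of them in clusters, against 57 of the promoter peaks. Gene bodies held 33 (8.35%, interval 6.01% to 11.5%), made up of 25 peaks in non-coding transcripts and 8 in coding exons. The other 118 were intergenic (29.9%, interval 25.6% to 34.6%), 104 of them downstream of a coding gene. The distance that Table S2 gives to the start site was 2000 bp or less for 87 of the 148 promoter peaks, which alone would be 22.0% of shared peaks.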

Annotation of additional high confidence peaks revealed that 38% (158/413) of LIN-42 peaks fell within the promoters (defined as 2 kb upstream of each gene) of either coding or non-coding genes, 24% (99/413) fell within the introns of coding genes, 8% (34/413) fell within gene bodies and 29% (121/413) fell within other intergenic regions (Figure 5D). Comparison between LIN-42 peak frequency and their distribution relative to the closest annotated transcription start site (TSS) revealed that LIN-42 has two major regions of enrichment: 1) directly at TSSs and 2) at approximately 750 bp upstream of a TSS (Figure 5E). Of these high confidence peaks, 323 were also detected in LIN-42 ChIP-seq samples obtained using an antibody against endogenous LIN-42, suggesting that this list forms a short, but high confidence, group of LIN-42 target genes. 

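Shared peaks within 250 bp of a start site, inside the gene, lay mostly in non-coding transcripts, such as cTel7X.2 at 7 bp, F31D4.10 at 8 bp and H30A04.6 at 41 bp. Those in coding genes include the peaks of sdc-1, a dosage compensation gene, with a peak in intron 1 of 13 at 125 bp (chromosome X, 16275760 to 16275884), lin-23, an F-box gene that limits cell division, in intron 1 of 7 at 219 bp (chromosome II, 6371433 to 6371559), and ins-29, an insulin-like gene, at 214 bp (chromosome I, 14018996 to 14019121). Upstream, efl-2, an E2F-like gene, had its peak at 106 bp (chromosome II, 13405867 to 13406056), and the microRNA gene mir-2213 at 616 bp (chromosome III, 6968135 to 6968306). Taking the promoter classes of Table S2 as upstream, the fullest upstream bin of 250 bp within 3000 bp of a start site was that from 500 to 750 bp, with 22 shared peaks (Poisson interval 13.8 to 33.3), 21 of them in the endogenous LIN-42 list as well and 20 of them at coding genes. The bins from 0 to 250 bp and from 250 to 500 bp held 11 and 16 peaks, and that from 750 to 1000 bp held 9. On the other side, with gene bodies, introns and downstream regions, 22 peaks lay within 250 bp of the start site, 16 of them at non-coding and 6 at coding genes, and 6 lay from 250 to 500 bp. The median distance of all shared peaks was 2388 bp, and 102 of them (25.8%) lay within 1000 bp. By distance to the closest gene, which Table S2 gives for peaks outside genes, 42.5% lay within 1000 bp. No test against chance was run on these distances, and the intervals of the 4 upstream bins up to 1000 bp overlap.

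**Figure D3:**
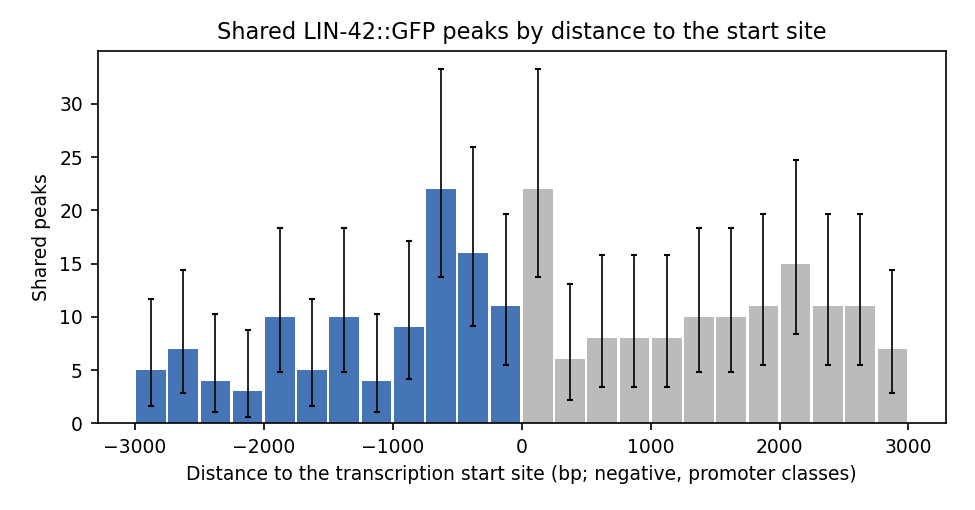
Shared LIN-42::GFP peaks (vertical axis, count) by distance to the start site in bp, in bins of 250 bp (horizontal axis). Blue bars are the promoter classes of Table S2 and gray bars all other classes, with 95% Poisson intervals; the bars from 500 to 750 bp upstream and from 0 to 250 bp on the other side both hold 22 peaks, and 42 and 120 peaks lie beyond 3000 bp.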

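Most of the shared LIN-42::GFP peaks were also found with the antibody against endogenous LIN-42. Of all 334 shared peaks at coding genes, 272 overlapped an endogenous LIN-42 peak. All 13 genes of the transcription factor list that were closest to a shared peak had one there. Among them was dve-1, a homeobox gene of the mitochondrial stress response. The list was written after Table S2, which marks regions with an endogenous peak, had been read. The dve-1 peak (chromosome X, 430874 to 431022) held 26, 25 and 30 tags in LIN-42::GFP replicates 1 and 2 and endogenous LIN-42. That of kin-20, the homolog of the clock kinase Doubletime, held 5, 19 and 14 tags (chromosome X, 15275405 to 15275529). No endogenous peak was called at the shared peaks of cha-1, which encodes choline acetyltransferase (chromosome IV, 3628871 to 3629152), or egl-47, a receptor gene of G protein signaling (chromosome V, 9902253 to 9902420). Of the 395 shared peaks, 309 overlapped an endogenous LIN-42 peak (78.2%, interval 73.9% to 82.0%), against a mean of 2.61 and a maximum of 67 in the permutation test by rotation (p = 1e-05). Of the 551 replicate 1 peaks not shared, 92 did (16.7%, interval 13.8% to 20.0%; odds ratio 17.9, two-sided Fisher's exact test, p = 8.18e-84). The share was 83.8% for promoter peaks (interval 77.0% to 88.9%), 88.5% for intron peaks (80.6% to 93.5%), 66.9% for other intergenic peaks (58.0% to 74.8%; 75.8% without the 27 in runs of 4 or more shared peaks, such as that at ZK218.8) and 63.6% for peaks in gene bodies (46.6% to 77.8%). These intervals and the Fisher's exact test take peaks as independent, which peaks of a run are not, and the classes were not tested against each other. Among replicate 1 peaks of 4 or 5 tags, 34 of 60 shared peaks (56.7%) and 29 of 406 unshared peaks (7.14%) overlapped an endogenous peak. Without replicate 2, 42.4% of all replicate 1 peaks did, and without replicate 1, 15.8% of all replicate 2 peaks did. The count of shared peaks with an endogenous peak was 201 without clustered peaks.

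**Figure D4:**
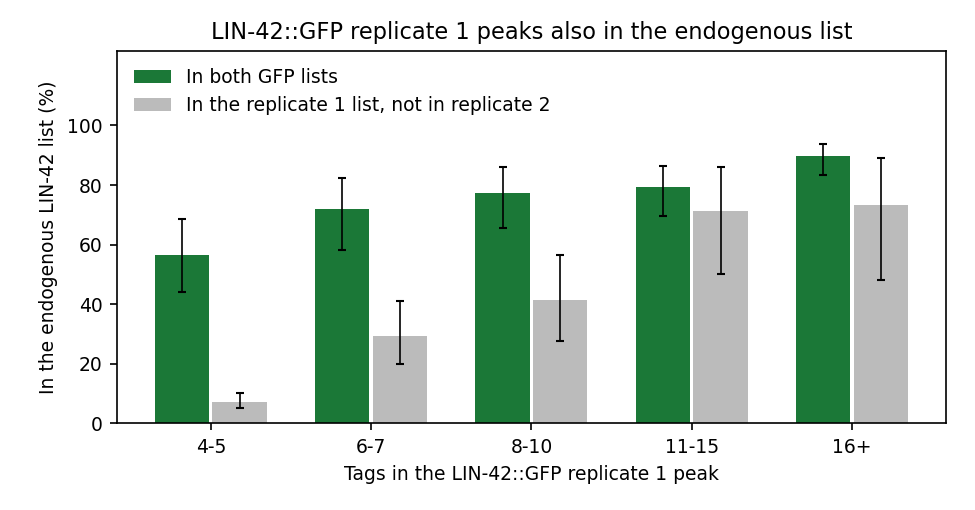
Share of LIN-42::GFP replicate 1 peaks that overlap an endogenous LIN-42 peak (%, vertical axis) by the number of tags in the replicate 1 peak (horizontal axis). Green bars are peaks in both GFP lists, gray bars those in the replicate 1 list alone of the GFP lists, with 95% Wilson intervals; at 16 or more tags the shares are 89.7% of 136 peaks and 73.3% of 15 peaks.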

A list describing all high-confidence annotated LIN-42 peaks is provided in Table S2. 

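Among regions in all 3 lists, the largest fold enrichment of LIN-42::GFP replicate 1 was in an intron of W07E6.3 (chromosome II, 498427 to 498574), with 36 tags and a fold enrichment of 871.18. In replicate 2 the same region also held 36 tags, at a fold of 86.87. In the replicate 1 list the region at Y55B1BL.1 (chromosome III, 406596 to 406733) and the region at F47H4.2 (chromosome V, 17363600 to 17363735) followed, both at 752.25. The promoter-class region of dapk-1, which encodes a death-associated protein kinase, ranked 8 (chromosome I, 1302498 to 1302640) at 653.38. It lies 3004 bp from the start site. In the endogenous LIN-42 list, the promoter-class region of dkf-2, a protein kinase D gene, came out highest, at 114.94 with 28 tags (chromosome V, 16757573 to 16757732). It lies 6584 bp from the start site. The non-coding transcript C23H5.10, at 107.53 (chromosome IV, 16365459 to 16365594), and an intron of src-1, a tyrosine kinase gene, at 105.82 (chromosome I, 1576657 to 1576784), were among the 10 highest of that list. An intron of T20B12.1 (chromosome III, 7388139 to 7388282) was among the 10 highest regions of replicate 1 and of the endogenous list, at 630.92 and 102.51. In LIN-42::GFP replicate 2, F43C11.9 at 475.3 (chromosome II, 2338531 to 2338650) and C47D12.8 at 430.71 (chromosome II, 11701942 to 11702080) were the highest regions within introns. In all, 327 genes were the closest gene of a shared peak, 47 of them non-coding. No region was among the 10 highest of both LIN-42::GFP replicates. Folds are not on a common scale between lists, since each has its own background and the endogenous list had no input control.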

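Genes that Table S3 lists under transport include haf-7, a gene of the ABC transporter family. Its shared LIN-42::GFP peak, in the promoter class at 5146 bp from the start site, had 77 tags in replicate 1 and 79 in replicate 2 (chromosome V, 14768008 to 14768410). The transport genes also include rab-35, a small GTPase gene of membrane traffic, with a peak in intron 2 of 4 (chromosome III, 11310298 to 11310418), and dys-1, the dystrophin homolog, with a peak 6052 bp from its start site (chromosome I, 11535650 to 11535779). The 14 transport genes were the closest genes of 14 shared peaks, and 11 of them had an endogenous LIN-42 peak there. That each has a shared peak is no separate result, since Table S3 draws its genes from those at LIN-42 peaks. Anatomical structure development had 16 genes at 20 shared peaks, with 13 genes also found with endogenous LIN-42. Small molecule metabolic process had 10 genes at 15 peaks (8 genes with endogenous LIN-42), and its genes include the adenylyl cyclase gene acy-1 and rgs-8.2, a regulator of G protein signaling. Embryo development had 10 genes at 14 peaks, and growth had 8 genes at 12 peaks, of which 6 genes had endogenous LIN-42. Growth genes had no shared peak in a promoter class and 4 in introns. The paper's Table S3 gives a share of its gene list of 16% for anatomical structure development, where its share of the genome is 25.22%. The paper's values are 10% against 5.67% for small molecule metabolic process and 8% against 14.01% for growth. No enrichment of terms was tested, and a gene may stand under several terms.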

Using the Generic Gene Ontology Term Mapper, we found that numerous genes with high-confidence LIN-42 peaks can be categorized into groups that function in many diverse biological processes, including development, transport, small molecule metabolism, embryogenesis and growth (Table S3). Collectively, these results strongly suggest that LIN-42 plays a role (either directly or indirectly) in a broad range of biological processes and that it predominately interacts with the promoter regions of coding and non-coding genes to regulate their expression.

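Shared LIN-42::GFP peaks lay near protein-coding genes for 334 of the 395 peaks, and near non-coding genes for 61. Genes of the insulin pathway were represented by daf-2, the insulin receptor gene, with a peak in intron 4 of 11 (chromosome III, 3018109 to 3018249; 4 tags in LIN-42::GFP replicate 1, 7 in replicate 2 and 6 with endogenous LIN-42). The clock gene homolog kin-20 was the only gene of its list of 8 with a shared peak, at 2579 bp from its start site. Promoter peaks at coding genes overlapped an endogenous LIN-42 peak for 112 of 126 (88.9%, interval 82.2% to 93.3%), and those at non-coding genes for 12 of 22 (54.5%, interval 34.7% to 73.1%). Of these 22 peaks 7 belong to a single run at Y97E10B.12 with no endogenous peak at them, and without that run the share was 12 of 15 (80.0%, interval 54.8% to 93.0%). From the classes of the peaks, their distances to start sites, their recovery with the antibody against endogenous LIN-42 and the terms of their genes, the paper proposes that LIN-42 acts, directly or indirectly, in many biological processes, mainly through promoter regions of coding and non-coding genes.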

**Figure 5:**
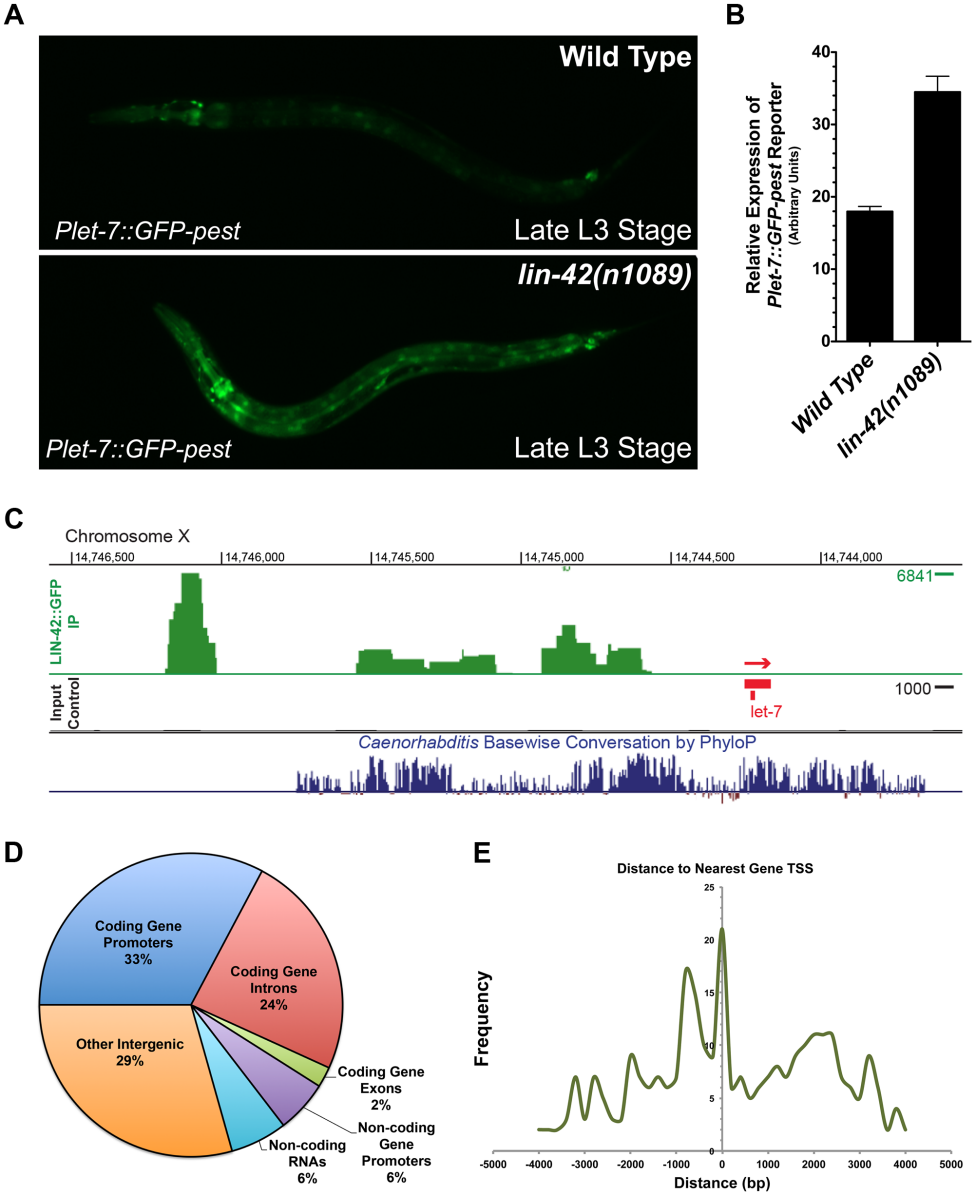
LIN-42 binds to the putative regulatory regions of both miRNAs and mRNAs. (A) *Plet-7::GFP-pest* expression is elevated in late L3-staged *lin-42(n1089)* animals compared to the expression in similarly-staged wild-type animals. (B) Quantification of whole-animal GFP expression in late L3-staged wild-type (n = 20) and *lin-42(n1089)* animals (n = 20). Error bars indicate the standard deviation from the mean (SD). (C) A representative image of the LIN-42::GFP binding sites within the *let-7* genomic region from ChIP-Seq experiments. (D) A pie chart indicating the distribution of the 413 high confidence LIN-42::GFP peaks that were assigned to a RefSeq list of gene models for *C. elegans* (ce10). (E) LIN-42::GFP binding sites are enriched upstream of the putative transcriptional start sites of both coding and non-coding regions of the genome.

### *lin-42* negatively regulates the transcriptional output of *lin-4* and *let-7*

The genetic and regulatory relationships between *lin-42* and *lin-4* or *let-7*, as well as the overlapping temporal expression patterns of these three genes, suggest that *lin-42* may play a role in modulating the dynamics of *lin-4* and *let-7* transcriptional activity. To directly test the idea that *lin-42* regulates miRNA levels at the transcriptional level, we quantified the transcriptional profiles of *Plin-4::GFP-pest* and *Plet-7::GFP-pest* reporters in wild-type animals and *lin-42(n1089)* mutants. The *n1089* allele of *lin-42* deletes genomic sequences that eliminate the coding potential of the *lin-42b* and *c* isoforms (Figure 1A) and displays strong heterochronic phenotypes [39], [46], [47]. Importantly, these isoforms contain the domains, PAS-A and PAS-B, that most closely link LIN-42 to PERIOD, a protein involved in controlling the cyclical expression patterns of circadian-regulated genes [39], [47], [48], [72], [73]. We focused on quantifying the GFP intensities of 1) the hypodermal cells in L3-to-adult-staged *Plin-4::GFP-pest* animals and 2) the seam cells of similarly-staged *Plet-7::GFP-pest* animals. These tissues and stages were selected for analysis because the majority of well-characterized heterochronic phenotypes are detected in these tissues [16], [24], [39], [42], [46]–[48]. Expression levels for each transcriptional reporter were analyzed throughout eight defined and sequential stages that spanned from early L3 to young adult (Figure 6A–C and Figure S4). In agreement with our previous observations, expression of *Plin-4::GFP-pest* in hypodermal cells of wild-type animals is dynamic throughout development and displays two main peaks of GFP expression: one at the late-L3 stage and the other at the L4 molt (Figure 6A, B). Similar results are also observed in the seam cells of wild-type animals expressing the *Plet-7::GFP-pest* reporter (Figure 6B, C). One exception, however, is that that the first peak of *Plet-7::GFP-pest* expression occurs at the mid-L3 stage (Figure 6B, C). Surprisingly, we find that the cyclical pattern of expression of these reporters is not affected in animals carrying the *lin-42(n1089)* mutation; both *lin-42(n1089)* and wild-type animals display nearly identical *Plin-4::GFP-pest* and *Plet-7::GFP-pest* temporal expression patterns (Figure 6A, B and C). In contrast, the abundance of GFP-pest expression for each reporter is universally higher in *lin-42(n1089)* mutants as compared to similarly-staged wild-type animals (Figure 6 A, B and C). In the case of the *Plin-4::GFP-pest* reporter, higher levels of GFP-pest intensity are observed in hypodermal cells throughout all developmental stages, with the greatest difference occurring between the late-L3 and L3-molt stages (3.1 and 4.3 fold respectively)(Figure 6B). Interestingly, although *Plet-7::GFP-pest* expression in *lin-42(n1089)* mutants is also greater in seam cells between the late-L3 and L3-molt stages (2 fold each), *Plet-7::GFP-pest* expression in *lin-42(n1089)* and wild-type animals is practically indistinguishable from wild-type during the mid-L4 to the young adult stages (Figure 6C). Taken together, these results suggest that mutations that abolish the expression of PAS domain-containing LIN-42 isoforms do not alter the cyclical expression patterns of miRNA genes during development. Rather, these mutations alter the transcriptional output of miRNAs that display oscillatory expression patterns.

**Figure 6:**
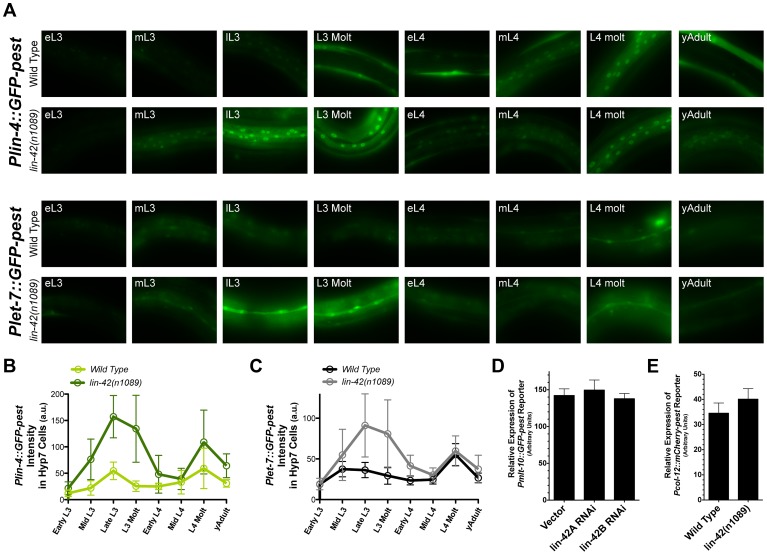
*lin-42* controls the output of *lin-4* and *let-7* transcription. (A) Representative expression patterns of the *Plin-4::GFP-pest* and *Plet-7::GFP-pest* transcriptional reporters in morphologically-staged wild-type and *lin-42(n1089)* animals grown at 20°C (early L3 to young adult). See Figure S4 for details. (B and C) A quantitative representation of gene expression profiles measured at the cellular level for both transcriptional reporters. GFP intensities for *Plin-4::GFP-pest* and *Plet-7::GFP-pest* were measured in the nuclei of hypodermal cells and seam cells, respectively. For *Plin-4::GFP-pest*, each data point in the graph represents the average from 200 nuclei. For *Plet-7::GFP-pest*, each data point represents the average from 50 seam cells. Error bars indicate the standard deviation from the mean (SD). (D) Quantitation of *Pmlt-10::GFP-pest* reporter expression in the hyp7 cells of lL4-staged F1 animals that have been exposed to bacteria expressing control RNAi (pDP129.36) or bacteria expressing dsRNAs against two isoforms of the *lin-42* gene (n = 20 for each experiment). Error bars indicate the standard error of the mean (SEM). (E) Quantitation of *Pcol-12::mCherry-pest* reporter expression in seam cells of young adult, wild-type (n = 20) or *lin-42(n1089)* animals (n = 20). Error bars indicate the standard error of the mean (SEM).

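Protein-coding genes with a shared LIN-42::GFP peak fall into several families. Of the chemoreceptor genes, which encode receptors of sensory neurons, 10 had a shared peak, and all 10 also had an endogenous LIN-42 peak there. Among them, srab-12 had peaks at 251 and 1473 bp from its start site (chromosome V, 17783772 to 17783900 and 17785027 to 17785148), and srab-10 had a peak of 9 tags in LIN-42::GFP replicate 1 and 8 in replicate 2. Of the transcription factor genes, dmd-3, which patterns the male tail, had a peak in intron 2 of 2 (chromosome V, 19650733 to 19650902), nsy-7, a gene of olfactory neuron asymmetry, had a promoter peak of 22 and 19 tags (chromosome IV, 8087698 to 8087826), and ceh-37, a homeobox gene of the Otx family, had a downstream peak of 19 and 23 tags (chromosome X, 14193177 to 14193353). Genes of the fbxa and fbxc families, which encode F-box proteins, numbered 9, of which 8 had an endogenous LIN-42 peak; fbxa-221 had the widest peak of LIN-42::GFP replicate 1 (chromosome X, 111687 to 114261). Genes of G protein signaling numbered 5, including rgs-8.1 (chromosome X, 1954049 to 1954264) and npr-30 (chromosome III, 6731 to 6862), and 4 of them had an endogenous peak. Ion channel and neurotransmitter genes also numbered 5, including lgc-37 (chromosome III, 12783497 to 12783621) and the neuropeptide-like gene nlp-21 (chromosome III, 11391793 to 11391941). C-type lectin genes numbered 3, with 4 peaks. Of the molting and cuticle genes only wrt-6, a hedgehog-related gene, had a shared peak, at 1175 bp from its start site (chromosome X, 3478988 to 3479136), with 21, 25 and 29 tags in the 2 LIN-42::GFP replicates and endogenous LIN-42. At col-12, a cuticle collagen gene, only replicate 2 had a peak in the reporter region of Text S1 (chromosome V, 10422629 to 10422735), with 4 tags, the fewest in that list. That region is longer than the fragment length Text S1 gives, so the peak may lie outside the reporter sequence. These are counts of closest genes in lists written after Table S2 had been read, and no test of the lists was run. Of all 334 shared peaks at coding genes, 272 had an endogenous LIN-42 peak.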

As demonstrated in Figure 5D and Table S2, LIN-42 binds the putative regulatory regions of multiple protein coding genes. This observation raises the possibility that LIN-42 may modulate the transcriptional output of other developmentally regulated genes, including those whose expression, like that of *lin-4* and *let-7*, is also linked to the molting cycle. To determine if *lin-42* mutants alter the transcriptional output of other cyclically expressed mRNAs, we observed the expression of two transcriptional reporters for genes involved in the molting process, *Pmlt-10::GFP-pest* and *Pcol-12::mCherry-pest*. In wild-type animals, *Pmlt-10::GFP-pest* transcription begins at the end of each larval period when the new cuticle is being synthesized [39], [41]. We monitored the expression of *Pmlt-10::GFP-pest* in F1 animals that had been exposed to control RNAi or two RNAi constructs that target all major isoforms of *lin-42* and induce precocious expression of *Pcol-19::GFP* and adult alae [74]. As with the expression of *Plin-4::GFP-pest* and *Plet-7::GFP-pest* reporters, the *Pmlt-10::GFP-pest* reporter maintained its normal, oscillatory pattern of expression in *lin-42(RNAi)* animals. Quantification of *Pmlt-10::GFP-pest* reporter expression at the late-L4 stage (where *Pmlt-10::GFP-pest* normally peaks [39], [41]) indicates that *lin-42* depletion does not alter the transcriptional output of the *mlt-10* promoter (Figure 6D). In addition, quantification of the *Pcol-12::mCherry-pest* reporter in young adult *lin-42(n1089)* animals also indicates that mutations in *lin-42* do not alter the temporal expression patterns or levels of the *col-12* promoter (Figure 6E). Therefore, while *lin-42* mutations alter the transcriptional output of the *lin-4* and *let-7* genes, *lin-42* does not play an essential role in controlling the oscillatory expression patterns or transcriptional output of all genes whose expression is tied to the molting cycle.

## Discussion

Using an unbiased genetic approach, we sought to identify factors that modulate the expression of miRNAs that are critical for controlling temporal patterns of development throughout post-embryonic development. Our strategy was two-fold: 1) we sought to identify suppressors of heterochronic miRNA mutant phenotypes characterized by stage-specific alterations in temporal patterning and 2) we focused on identifying suppressors that preferentially alleviate phenotypes that result from a reduction in, rather than a complete loss of, miRNA expression. These efforts identified *lin-42*, the *C. elegans* homolog of the circadian *period* gene, as a component that not only modulates heterochronic miRNA expression, but also regulates the expression of a wide range of broadly expressed, and functionally distinct, *C. elegans* miRNAs. Previous genetic analyses implicated *lin-42* as a heterochronic gene that normally inhibits the precocious expression of adult characteristics [39], [46]–[48]. The precise placement of *lin-42* in the developmental timing pathway has been difficult to incorporate due to the observation that *lin-42* mutations alter cell lineage programs that occur exclusively in late development, namely the transition from the L3 to the L4 stage [46]–[48], [51]. In addition, epistasis experiments with other developmental timing mutants suggest that its interaction with other heterochronic genes is complex [46], [47], [51], [75], [76]. Furthermore, unlike other components that control discrete aspects of temporal patterning and display monotonic expression patterns, *lin*-42 expression is highly dynamic, suggesting a reiterative role for it in the heterochronic pathway.

Results from our screens have identified five new alleles of *lin-42* that suppress the adult-specific gene expression defects of hypomorphic alleles of heterochronic miRNAs. We also find that *lin-42* corrects stage-specific cell fate specification defects present throughout larval and adult development in these miRNA mutants. These results indicate that *lin-42* functions iteratively to control temporal cell fate specification by controlling the transcription of distinct miRNAs. In addition, we demonstrate that our newly-identified *lin-42(lf)* mutants precociously express adult-specific programs and that these defects are suppressed by mutations in components of the miRNA machinery. Accordingly, these data suggest that *lin-42(lf)* heterochronic phenotypes are due to an overexpression of specific miRNAs that control temporal patterning. Also, our results demonstrate that *lin-42* mutations are not bypass suppressors of the heterochronic phenotypes displayed by *lin-4* and *let-7* null mutants, suggesting that *lin-42* suppresses retarded heterochronic phenotypes by increasing the expression of heterochronic miRNAs or enhancing their effectiveness in regulating miRNA targets.

Multiple lines of evidence described in this manuscript support the conclusion that LIN-42 regulates the transcription of a wide array of miRNAs. First, we investigated how our *lin-42* suppressor alleles affected the overall levels of a subset of miRNAs involved in developmental timing. *alg-1(ma192)* animals display profound defects in temporal cell fate specification and also under-accumulate both *lin-4* and *let-7* miRNAs. Genetic and molecular experiments indicate that *lin-42* suppresses *alg-1(ma192)-*dependent phenotypes by increasing the available amount of mature miRNAs. Second, *lin-42(ma206)* mutants over-accumulate multiple miRNAs, including those with no apparent role in developmental timing. Consistent with the hypothesis that *lin-42* functions in additional gene regulatory pathways that require miRNA activity, we demonstrated that *lin-42(lf)* mutants suppress phenotypes associated with the under-accumulation of a miRNA that is essential for proper neuronal cell fate specification. Because *lsy-6*-mediated regulation of *cog-1* expression is dosage-dependent, we speculate that *lin-42(lf)* mutations suppress neuronal cell fate specification defects by de-repressing *lsy-6* transcription in ASEL neurons.

In order to understand how *lin-42* may modulate miRNA expression, we pursued two lines of inquiry. First, we constructed a series of reporters that allowed us to measure, in detail, the transcriptional dynamics of multiple miRNAs in developing animals. Using these reporters, we found that several heterochronic miRNAs, such as *lin-4* and *let-7*, exhibit highly dynamic expression patterns that are synchronized with the expression of genes required for each molting cycle. Importantly, the expression of the *Plin-4::GFP-pest* and *Plet-7::GFP-pest* reporters coincided with the transcriptional activation of *lin-42*. Further analysis of the *lin-4* and *let-7* reporters in a *lin-42* mutant background indicated that one function of *lin-42* is to negatively regulate the transcriptional output of miRNA promoters. Therefore, LIN-42 functions in a manner similar to the human and *Drosophila* PERIOD proteins, which inhibit the transcription of circadian regulated genes [77], [78]. Second, it has previously been shown that LIN-42 is a nuclear protein, which suggests that it may play a role in directly regulating the pulsatile expression patterns of its downstream targets [48]. In order to explore potential roles for LIN-42 in directly controlling aspects of miRNA transcription, we performed ChIP-seq experiments to determine if LIN-42 interacts with the putative regulatory regions thought to control the expression of miRNAs and mRNAs. These experiments demonstrated that LIN-42 interacts with the promoters of non-coding genes (including *let-7*) as well as protein-coding genes, suggesting that *lin-42* may regulate the temporal expression of broad class of genes.

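Of the 3 microRNA genes closest to a shared LIN-42::GFP peak, mir-2213 and mir-239.2 also had an endogenous LIN-42 peak and let-7 did not. The mir-2213 peak held 9 tags in LIN-42::GFP replicate 1, 11 in replicate 2 and 9 with endogenous LIN-42. The mir-239.2 peak lies downstream of the gene (chromosome X, 11788060 to 11789288), is clustered, and had fold enrichments of 7.83, 7.65 and 6.88 in the same order. Of the microRNA genes assayed in Figure 2B, let-7 alone had a shared peak, and it was also the only member of the list of heterochronic genes with one. At lin-4, the microRNA gene that represses lin-14, LIN-42::GFP replicate 1 alone had a peak in the region of Text S1 (chromosome II, 5900045 to 5900324), with 5 tags and a fold enrichment of 72.8; it did not reach a MACS p-value of 1e-10. At mir-1, a muscle microRNA gene, none of the 3 lists had a peak between 6170232 and 6178361 of chromosome I. Text S1 names no genome build for the lin-4 and mir-1 regions, which were read as ce10. Both regions are longer than the fragment lengths it gives, so a peak in them need not lie in the reporter sequence. Apart from microRNAs, 41 genes that the WBcel235 annotation lists as non-coding RNA were closest to 54 shared peaks, 33 of which overlapped an endogenous LIN-42 peak. Of the 47 non-coding genes, 46 were matched to that annotation by name, 1 of them to a protein-coding gene and 1 to an rRNA gene. K09F5.11, among the 10 highest folds of the endogenous list, had 42, 51 and 46 tags in the 3 libraries (chromosome X, 7718011 to 7718160).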

Given the role of human and *Drosophila period* in regulating circadian gene expression, we were surprised to find that animals harboring the *lin-42(n1089)* allele, which abolishes the expression of PAS-containing *lin-42* isoforms, maintained *lin-4* and *let-7* periodic expression patterns in later larval development. The PAS domains of human and *Drosophila* PERIOD are absolutely required to maintain the oscillatory expression patterns of circadian-regulated genes [72], [77], [78]. In our experiments, peak expression of the *lin-4* and *let-7* transcriptional reporters occurred at roughly the same developmental stages in both wild-type and *lin-42(n1089)* animals. Interestingly, although the temporal expression patterns were similar, the levels of each reporter were elevated (as high as four fold) in *lin-42(n1089)* mutants as compared to wild-type animals (Figure 7A and B). Notably, *lin-42(n1089)* mutations do not alter the expression of the *lin-42a* isoform, which has been implicated in controlling the periodicity of the molting cycle [39]. While the dissection of *lin-42* function will require further study, these findings are consistent with the modular nature of LIN-42 activities and suggest a novel role for the PAS domains of LIN-42 in regulating the transcriptional output of periodically expressed genes.

**Figure 7:**
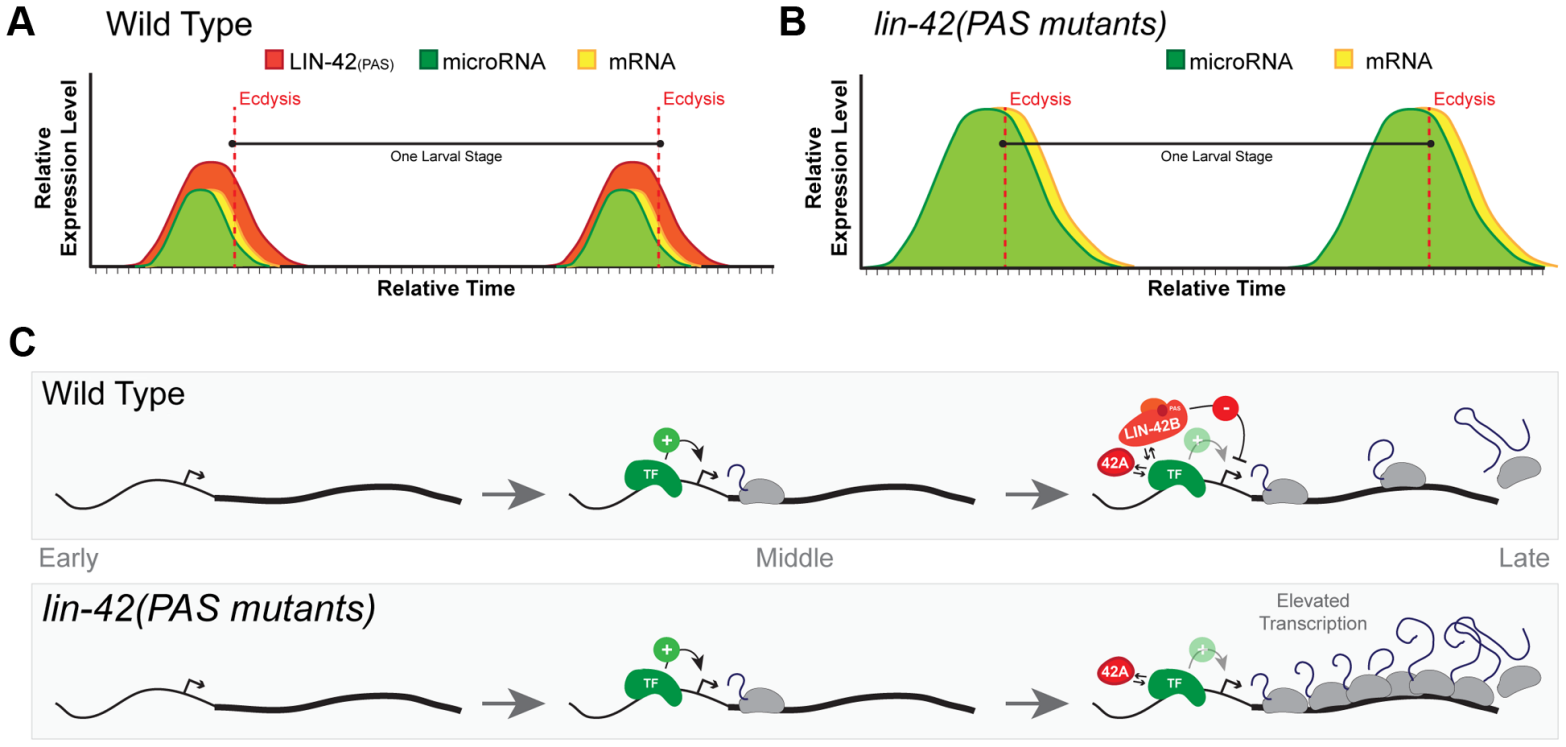
A model for *lin-42* function in regulating post-embryonic miRNA expression. (A) In wild-type animals, transcriptional activation of miRNAs and *lin-42*-regulated mRNAs is pulsatile and displays a peak of expression once each larval stage. The temporal expression of these miRNAs and mRNAs begins in the later portions of each stage and are coincident with behavioral and morphological events that demarcate the end of each larval stage. Several temporally-regulated miRNAs and mRNAs share similar patterns of expression that are coupled to the molting cycle. By ecdysis and initiation of a new larval stage, periodic expression of miRNAs, mRNAs and *lin-42* ceases. (B) The oscillatory expression patterns of miRNAs and mRNAs are maintained in animals that lack expression of LIN-42 isoforms containing the PAS domains. Only the transcriptional output of *lin-42*-regulated genes is altered, leading to the precocious phenotypes observed in these *lin-42* mutants. (C) Analyses of LIN-42 ChIP data and the expression patterns of the *lin-4* and *let-7* transcriptional reporters in *lin-42* mutants indicate that LIN-42 negatively regulates the transcriptional output of miRNA genes. We hypothesize that LIN-42 normally counteracts the transcriptional activity of one or more sequence-specific transcription factors (TF) that normally promote temporal expression. We would also predict that LIN-42 alters multiple aspects of transcription through its direct interaction with the TF or by binding to other cis-regulatory elements or to components of the transcriptional machinery. Mutations that alter only PAS domain-containing isoforms of LIN-42 fail to dampen transcriptional output. Importantly, this class of LIN-42 mutants would leave LIN-42A expression intact. Expression of LIN-42A would ensure normal periodic transcription of target genes and normal molting cycles and behaviors.

Based on our current observations, we propose a model in which each of the *lin-42* isoform functions to sculpt the dynamic transcription of both miRNAs and mRNAs. In out model, cis-regulatory elements within the promoters of specific miRNAs and mRNAs would be sufficient to drive periodic transcription. Regulatory elements within these sequences would be bound by a sequence-specific transcription factor (TF) that would promote the periodic transcription of these genes near the end of each larval stage (Figure 7C). Based on the role of PERIOD in other organisms and our data demonstrating that LIN-42 binds to the putative cis-regulatory elements of several miRNAs and mRNAs, we propose a model in which distinct isoforms of LIN-42 function to regulate the activity of the TF at multiple, genetically separable levels. Our evidence suggests that mutations that specifically disrupt isoforms containing the PAS domain (LIN-42B and LIN-42), fail to properly limit the transcriptional output of genes regulated by the temporal specific TF (Figure 7C). As a consequence, although these mutants display essentially normal temporal patterns of miRNA transcription, the elevated levels of heterochronic miRNAs lead to precocious developmental phenotypes. Importantly, mutations that only alter PAS-domain containing isoforms of LIN-42 retain the expression of LIN-42A (Figure 7B) [39]. Our model would also predict that mutations that disrupt LIN-42 isoforms that contain the conserved SYQ/LT domains (LIN-42A and LIN-42B) would have complex phenotypes with regard to periodic transcription. Indeed, animals harboring the *lin-42(ok2385)* allele, which disrupts the expression of the LIN-42A isoform (containing the SYQ/LT domains only) and deletes portions of the LIN-42B isoform (containing both the PAS and SYQ/LT domains), precociously execute stage-specific gene expression, fail to maintain periodic molting cycles and overexpress *Pmir::GFP-pest* transcriptional reporters [39](Figure S2). We interpret the complex phenotypes of *lin-42(ok2385)* animals as a reduction of the two modular activities of LIN-42 domains. Specifically, a reduction of LIN-42 PAS domain expression alters transcriptional output and deletion of LIN-42 isoforms which contain the SYQ/LT domains results in defects in periodic transcription. Further studies will be needed to define a specific molecular role for LIN-42 isoforms in maintaining normal periodic transcription.

Recent reports suggest that a significant portion of the *C. elegans* transcriptome is dynamically expressed [79]–[81]. The combined interpretation of these studies suggests that the post-embryonic expression of 5–20% of mRNAs is synchronized with the molting cycles. The conservation of this process implies that these temporal gene expression patterns confer fitness to an organism and raise a number of interesting questions regarding the nature of developmental gene regulation [81]. Because many genes whose oscillatory expression patterns are coupled to the molting cycle control cell fate decisions and cell metabolism in a dosage-dependent manner, it is interesting to speculate how their temporal expression patterns, and levels, are coordinated with their targets. We suggest that *lin-42* plays a fundamental role in this process for a wide range of non-coding and protein-coding genes. Because many of the transcriptional targets of *lin-42* include miRNAs, each of which may regulate a vast array of genes, the impact on the dynamic nature of the *C. elegans* transcriptome during development may be immense.

## Materials and Methods

### Nematode maintenance and genetics

*C. elegans* strains were grown under standard conditions and mutagenized as previously described [82]. Positional cloning of each suppressor was performed using standard methods [50]. Transformation of animals and integration of extrachromosomal arrays were performed as previously described [83]. See Text S1 for details of transgenic animals used in this manuscript.

### Microscopy

Lineage analysis and scoring of adult alae phenotypes were performed by picking staged animals of the indicated genotypes and monitoring seam cells derived from the V lineage as previously described [22]. All images were taken with an Axio Scope.A1 microscope equipped with a monochrome camera (Diagnostic Instruments Inc) and SPOT imaging software (SPOT Imaging Solutions). GFP images of the hypodermal and seam cells were used for further quantification of *Pmir::GFP-pest* intensity. The average GFP intensity per area (arbitrary units) was quantified using ImageJ64. For each reporter, 20 individual animals were analyzed per developmental stage. For *Plin-4::GFP-pest*, 10 hypodermal cell nuclei per animal per stage, or a total of 200 nuclei per time point, were used to calculate the average GFP intensity. For *Plet-7::GFP-pest*, 5 seam cells per animal per stage, or a total of 100 cells per time point, were used to calculate the average GFP intensity.

### Northern blots and TaqMan assays

Total RNA was isolated from staged populations of worms, and northern blots were performed as previously described [27]. Multiplex microRNA TaqMan assays were performed according to the manufacturer's specifications (Life Technologies) and quantified using the ABI 7900HT Fast Real-Time PCR system (Applied Biosystems). For each biological replicate (3 total), the means and standard deviations of the raw Ct values were calculated and the representative heatmap demonstrating the fold change signal was created using R packages (www.r-project.org).

### Developmental and behavioral assays

For the characterization of behavioral and GFP/mCherry reporter expression, animals were prepared in one of two ways. For analysis of L1-stage expression, embryos were bleached and staged according to standard protocols and then plated on standard NGM media with OP50 [84]. At indicated times after the release from L1 synchronization, L1-staged animals were imaged with an Axio Scope.A1 microscope. For analysis of the molting cycle and GFP/mCherry-pest reporter expression, individual animals (non-motile, non-pharyngeal pumping) were picked to fresh NGM plates seeded with 20 µL of OP50. Time courses were initiated for each animal after each animal ecdysed. To determine the active and lethargic periods of animals at each stage, the pumping rates of individual animals were observed for 30 s of every hour. GFP/mCherry-pest expression was then monitored using a Zeiss SteREO Discovery V12 microscope with appropriate filters. To prevent photo-bleaching, each animal was exposed to <3 s of UV light.

### Chip-Seq methods

See Text S1 for details.

## Supporting Information

Figure S1 Reduction of *lin-42* activity does not alter the levels of the *C. elegans* microRNA-specific Argonautes, ALG-1 and ALG-2. Parental animals (MJS13: *alg-1(gk214) In[alg-1p::rfp::alg-1::alg-1 3′UTR; alg-2p::gfp::alg-2::alg-2 3′UTR; pRF4]*) were fed bacteria expressing the indicated dsRNA and young adult F1 progeny were photographed with a CCD camera. (A) Representative images of both reporters in each RNAi experiment. (B) Quantitation of the average fluorescence for each reporter in the various RNAi experiments (n = 20 for each RNAi experiment).
(TIF)

Figure S2 *lin-42* mutants lead to the elevated expression of the *Plin-4::GFP-pest* reporter. Representative images of *Plin-4::GFP-pest* reporter expression in wild-type, *lin-42(n1089)* and *lin-42(ok2385)* animals. Each image was photographed with identical exposure times.
(TIF)

Figure S3 *Plet-7::GFP-pest* reporter expression is highly dynamic. *Plet-7::GFP-pest* expression begins at ∼14–15 hours, peaks by 19 hrs (near the end of the L1 stage) and ends after ∼21 hours. The peak of GFP-pest expression precedes the expression of the *Pcol-12::mCherry-pest* reporter. By 31 hours post-L1 arrest, the *Plet-7::GFP-pest* reporter is induced again.
(TIF)

Figure S4 Vulval morphologies used to stage animals in this manuscript. (A–H) Representative images of stage-specific vulval morphology used to classify animals in the transcriptional reporter activity assays. White triangles represent p-cells. White asterisk represents the anchor cell. Red triangle represents the initial invagination observed in L3 molting animals.
(TIF)

Table S1 Alleles of *lin-42*, origin and predicted alterations of *lin-42* isoforms.
(XLSX)

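Table S2 gives for each high confidence region its coordinates, the closest gene, the part of the gene it falls in (promoter, intron, exon, transcript of a non-coding RNA, or downstream), its distance to the start site, and whether an endogenous LIN-42 peak overlaps it. For clec-9, a C-type lectin gene, it lists neighboring regions on chromosome V, where LIN-42::GFP replicate 1 had peaks from 16707277 to 16708686 and from 16708864 to 16709146; the former overlapped 3 peaks of replicate 2 and 2 of endogenous LIN-42. The copy used here has 404 distinct sets of coordinates, and 322 of its regions are marked as found with endogenous LIN-42.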

Table S2 List of high confidence LIN-42 ChIP peaks.
(XLSX)

Table S3 Annotation of GO terms for predicted LIN-42 ChIP-associated genes.
(XLSX)

Text S1 Includes details of transgenic animal construction, ChIP-Seq and data analysis for ChIP-Seq data.
(DOCX)

# Supplementary material for: LIN-42, the Caenorhabditis elegans PERIOD homolog, Negatively Regulates MicroRNA Transcription
**Source:** PLoS Genet. 2014 Jul 17;10(7):e1004486. doi: 10.1371/journal.pgen.1004486
**Supplement:** Text S1 — Includes details of transgenic animal construction, ChIP-Seq and data analysis for ChIP-Seq data.

**Supplemental Information for:**

**LIN-42, the *Caenorhabditis elegans* PERIOD homolog, negatively regulates microRNA biogenesis**

**Roberto Perales^1^, Dana M. King^1,2^, Cristina Aguirre-Chen, C. M. Hammell^3^**

**Construction of transcriptional reporters:** The PEST domain was amplified from pAF207 (a generous gift from Dr. A. Frand, UCLA) and was used to create *NLS-GFP-pest::unc-54-3’UTR* (pCMH1225) and *NLS-mCherry-pest::unc-54-3’UTR* (pCMH1183). To make *Pcol-12::mCherry-pest* (pCMH1195), a 2kb genomic fragment containing the *col-12* promoter (chr V:10,422,005-10,429,220) was subcloned into the XmaI sites of pCMH1183. To make *Plin-4::GFP-pest* (pCMH1202), *Plet-7::GFP-pest* (pCMH1201), and *Pmir-1::GFP-pest* (pCMH1229), individual genomic fragments were subcloned into pCMH1225 as follows: for pCMH1202, a 1.8kb fragment (chr II:5,897,452..5,905,268) using XmaI sites; for pCMH1201, a 2.4kb fragment (chr X:14,742,029..14,749,245) using SalI sites; and for pCMH1229, a 2.6kb fragment (chr I:6,170,232..6,178,361) using XmaI sites. To make the *lin-42* transcriptional reporters, a 3.0kB BamHI fragment containing the *lin-42a* promoter sequence was subcloned into pCMH1125 to create pCMH1207 (*Plin-42a::GFP-pest*) and a 4.2kB BamHI fragment containing the *lin-42b/c* promoter was subcloned into pCMH1183 to create pCMH1210 (*Plin-42b/c::mCherry-pest*).

For each miRNA transcriptional reporter, DP38 *(unc-119(ed3))* animals were transformed with a mixture of DNA that included pIF9 (*unc-119(+)),* *ttx-3::GFP*, pCMH1195, and one of the *Pmir::GFP-pest* reporters. Strains containing integrated and extrachromosomal arrays of these transgenes are as follows: HML168 (*unc-119(ed3); cshIs11* *[Plin-4::GFP-pest; Pcol-12::mCherry-pest, ttx-3::GFP; unc-119(+)])*, HML181 (*lin-42(n1089); unc-119(ed3); cshIs11 [Plin-4::GFP-pest; Pcol-12::mCherry-pest, ttx-3::GFP; unc-119(+)])*, HML254 (*unc-119(ed3); cshIs13* *[Plet-7::GFP-pest; Pcol-12::mCherry-pest, ttx-3::GFP; unc-119(+)])*, HML255 (*lin-42(n1089); unc-119(ed3); cshIs13* *[Plet-7::GFP-pest; Pcol-12::mCherry-pest, ttx-3::GFP; unc-119(+)])*, HML176 (*unc-119(ed3); cshEx28 [Pmir-1::GFP-pest; Pcol-12::mCherry-pest, ttx-3::GFP; unc-119(+)]),* HML146 (*unc-119(ed3); cshEx21 [Plin-42a::GFP-pest; Plin-42b/c::mCherry-pest, ttx-3::GFP; unc-119(+)])*

**Antibody production:** Rabbit polyclonal antibodies were produced by immunizing rabbits with a peptide (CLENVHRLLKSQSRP) conjugated to KLH. This peptide sequence is found in the predicted amino acid sequences of LIN-42A and LIN-42B. Antibodies were affinity purified using SulfoLink Resin (Thermo Scientific, product #44995).

**ChIP-Seq Methods:** Hypochlorite treatment followed by overnight starvation was used to synchronize animals at L1. After two rounds of synchronization, L1 larvae were placed on 30, 100mm plates seeded with OP50 and allowed to grow until the late-L4 stage. 4 to 5mL of late-L4 animals were then collected and subsequently frozen in liquid nitrogen, pulverized with a BioPulverizer (BioSpec Products, catalog #59014H), and ground using a pre-chilled cryo-cup grinder (BioSpec Products, catalog #206) and a stainless steel ball (BioSpec Products, catalog #206SS138). The worm powder was then resuspended and crosslinked with 1.1% formaldehyde for 10 min at room temperature. The reaction was then quenched with 2.5M glycine, incubated at room temperature for 5min, and centrifuged at 4000rpms for 5min at 4ºC. The pellet was resuspended in 2mL of fresh, cold FA lysis buffer (50 mM HEPES/KOH pH 7.5, 1 mM EDTA, 1% Triton X-100, 0.1 % sodium deoxycholate; 150 mM NaCl) supplemented with protease inhibitors (Roche, catalog #04693132001). The extract was then sonicated with a Bioruptor® (Diagenonde, Model #ucd-200), aliquoted into pre-chilled 1.5mL tubes, and centrifuged at 13,000g for 15min at 4ºC. Extracts were either stored at -80ºC or used right away for chromatin immunoprecipitations. Protein concentrations of all extracts were measured using the Qbit® 2.0 fluorometer and the Qbit® protein assay kit (Invitrogen, catalog #Q32866 and #Q33211).

Chromatin immunoprecipitions of GFP-tagged LIN-42 were performed using either an anti-GFP antibody (Abcam, product #ab290) or a custom rabbit polyclonal antibody raised against LIN-42. An aliquot of 50uL of pre-cleared extract was saved for input DNA purification prior to immunoprecipitations. Pre-cleared extracts with ~2mg of total protein were supplemented with 0.1% SDS and 0.3% Sarkosyl, then incubated with antibodies and protein A/G agarose beads (Pierce, product #20423) overnight at 4ºC while rotating. Beads were collected by centrifugation at 3000rpm for 30sec, then washed twice with FA lysis buffer, once with FA lysis buffer with high salt (500 mM NaCl), once with TEL buffer (0.25 M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.0), and once with TE buffer (1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl, pH 8.0). All washes were performed for 10min while rotating at room temperature in 1.4mL of the indicated buffer. Beads were subsequently resuspended in 100uL of TE buffer and treated with 1uL of RNAse A Solution (Qiagen, catalog #1042603) for 30min at 37ºC. After incubation, 1mL of TE buffer was added and beads were collected by centrifugation at 3000rpm for 30sec. To elute the immunocomplexes, beads were resuspended in 500uL of elution buffer (1% SDS, 250 mM NaCl, 10 mM Tris pH 8.0, 1 mM EDTA) and incubated at 65ºC in a water bath for 5min, then at room temperature for 10min while rotating. The beads were spun down by centrifugation at 3000rpm for 30sec and the supernatant was collected and transferred to a new pre-labeled 1.5mL tube. The protein/DNA complexes were reverse crosslinked by incubation overnight at 65ºC. Samples were then treated with 20ug of Puregene® Proteinase K (Qiagen, catalog #1042600) for 1hr at 37ºC. The immunoprecipitated DNA and input DNA were purified using the Wizard® SV Gel and PCR Clean-Up System (Promega, catalog #A9282) and resuspended in 50uL of molecular grade RNAse/DNAse free water.

ChIP-Seq libraries were prepared using the TruSeq® ChIP Sample Preparation Kit (Illumina, part #15034288). Quantification of the libraries was performed using the Qbit® 2.0 fluorometer with the dsDNA HS assay kit (Invitrogen, catalog #Q32851), and library quality was analyzed using the 2100 Bioanalyzer (Agilent Technologies, part #G2940CA). The resulting libraries were sequenced to produce reads of 76 nucleotides from a single end (SE) using the Illumina MiSeq platform. A table summarizing all the ChIP-Seq libraries produced for this study is in Supplemental Information Table 2.

Raw reads from the ChIP-Seq and input control sequences were aligned to the ce10 version of the *C. elegans* genome using the bowtie2 algorithm and parameters that were optimized to detect reads with approximately 3 mismatches per read and no more than 10 alignments genome-wide (-k10 -N 1).  Using these parameters, greater than 80% of the reads mapped for all samples.  Uniquely aligned reads were selected for input to the MACS peak calling algorithm, version 1.4, which automatically removes any duplicate sequences before calling ChIP peaks.  All peaks were called with respect to the input control samples, using default parameter settings.  

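LIN-42::GFP replicate 1 peaks ranged from 4 tags to 189, the most of them near Y7A5A.11, and the fbxa-221 promoter held 136. The endogenous LIN-42 peak with the most tags of its list, 580, overlaps that promoter and the neighboring one of Y73B3A.5. In LIN-42::GFP replicate 2 the fold enrichment reached 909.28, at the start of chromosome I near Y74C9A.3. Median peak widths were 146 bp, 120 bp and 181 bp in LIN-42::GFP replicates 1 and 2 and endogenous LIN-42, for fragment lengths that MACS estimated at 97, 99 and 84 bp. Median tags per peak were 6, 5 and 7. Peaks with the fewest tags of their list made up 35.3% of replicate 1 (4 tags), 47.0% of replicate 2 (4 tags) and 35.5% of endogenous LIN-42 (5 tags). The median fold enrichment was 97.06, 82.66 and 35.1, each over its own background. Peaks took up 25.6%, 42.5% and 15.7% of the tags kept. In replicate 2 the MACS false discovery rate went up to 50%, with 18 peaks above 5%, whereas no peak of replicate 1 was above 0%.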

Analysis of ChIP-Seq data revealed that (1) 946 peaks passed P-value and enrichment thresholds for LIN-42::GFP IP replicate 1, (2) 2580 peaks passed thresholds for LIN-42::GFP IP replicate 2, and (3) 1128 peaks passed thresholds for LIN-42-endogenous IP replicate 1. 

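The summits of shared LIN-42::GFP peaks lay close together at isolated peaks. At src-1 they were 5 bp apart, at acy-1 2 bp and at sdc-1 0 bp. Among the 275 shared peaks with no other replicate 1 peak within 2000 bp, the median distance between the summits of the overlapping peaks of both replicates was 6 bp (quartiles 2 and 17 bp), and 243 had summits within 50 bp. Among the 120 clustered ones it was 65.5 bp. The fold enrichment of shared peaks in replicate 1 had a median of 121.68, against 97.06 for unshared peaks, a difference of 24.62 (two-sided permutation test, p = 1e-05) that was 94.29 without clustered peaks, 106.02 at a MACS p-value of 1e-10 or less and 48.54 with summits within 200 bp. In replicate 2 it was 59.35 for shared and 82.66 for unshared peaks, a difference of -23.31 (the same permutation test, p = 1e-05), opposite in direction to replicate 1. It was -10.76 without clustered peaks and -5.5 at a MACS p-value of 1e-10 or less.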

For the replicate GFP-IP samples, 413 peaks were detected in both samples.  Of these high confidence peaks, 323 were also detected in the endogenous LIN-42 IP samples, suggesting this list forms a short but high confidence list of LIN-42 target genes. Custom scripts were used to annotate the high confidence list of 413 peaks against the RefSeq list of gene models for ce10 (downloaded from the UCSC genome database in April of 2013), which was supplemented with the positions of all worm microRNA genes obtained from the Wormbase genome database ce10 in April of 2013.

How the deposited data were processed for this re-analysis (not part of the article)

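LIN-42 was profiled by ChIP-seq in late L4 larvae, in 2 LIN-42::GFP replicates with an antibody against GFP and in 1 library with an antibody against endogenous LIN-42. The study's 5 samples also include 2 input libraries, which enter only as the controls that the list headers name. The authors aligned the reads to ce10 with Bowtie2, selected uniquely aligned reads, and called peaks with MACS, version 1.4.2 in the list headers, on each library alone. The paper's text gives MACS 1.4 with default settings and calling against input; the header of the endogenous LIN-42 list names no control.

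The count of tags in each deposited peak was made by the authors with MACS, after a single tag had been kept per position, and was not normalized. The score of each deposited peak is 10 times the negative log10 of the MACS p-value, as the authors' caller wrote it. The fold enrichment of each deposited peak is the ratio of the tags piled up at its summit to the background estimated by MACS. For endogenous LIN-42 that background came from the ChIP library itself. For LIN-42::GFP the lists do not say whether it came from the input at that place or from a genome-wide level. Many folds recur exactly at peaks of equal tags, as a single genome-wide level would give. In replicate 1 these include 97.06 at 4 tags, 121.33 at 5 and 145.6 at 6. In replicate 2 they include 82.66 at 4 tags and 103.33 at 5. The folds given for let-7 and lin-4 also recur at other peaks, so they reflect little more than the tags at the summit. A LIN-42::GFP fold is therefore not shown to be an enrichment over input. The false discovery rate in percent (%) is in the authors' deposited LIN-42::GFP lists, where MACS made it by exchanging ChIP and control. Table S2 and Table S3 are the authors' annotation of regions and of genes.

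The depth that is left after redundant tags were removed is 38236 tags for LIN-42::GFP replicate 1, 43991 for LIN-42::GFP replicate 2 and 122089 for endogenous LIN-42. At this depth a peak needs 4 tags in the LIN-42::GFP lists and 5 in the endogenous list, so a region that is absent from a list was not detected at this depth and is not shown to be unbound.

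Peak coordinates were read as 1-based and closed. A shared peak is a LIN-42::GFP replicate 1 peak that overlaps a replicate 2 peak by at least 1 bp, and it is counted with endogenous LIN-42 when it overlaps an endogenous peak by at least 1 bp. Each shared peak took the class, closest gene and start-site distance of the Table S2 region with the largest overlap. Intron numbers are also those of Table S2 and need not count from the start site. Clustered peaks have a neighbor of the same list within 2000 bp. Overlaps were tested by 100000 random circular rotations of the other list along each chromosome (one-sided), which keep the spacing of peaks. Medians were compared within a list by 100000 permutations (two-sided), and counts by Fisher's exact test (two-sided). Shares have 95% Wilson intervals, and counts per distance bin have exact Poisson intervals. Random numbers started from seed 42. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.

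Before the data were examined, the tests, 12 gene lists, the alternatives and a rule for the genes to name were written down. Table S2 had been read by then. The rule takes the gene that the paper names beside its ChIP-seq results, the 4 loci with reporter regions in Text S1, every microRNA and every member of the gene lists closest to a shared peak, the genes of the 10 regions with the largest fold enrichment in each list among regions in all 3 lists, and the 5 clusters with most shared peaks. Genes named under terms of Table S3 (haf-7, rab-35, dys-1), lin-23, F31D4.10, H30A04.6, cTel52S.1, Y73B3A.5 and Y7A5A.11 fall outside the rule and were chosen after their values were seen. The alternatives change the overlap that counts as shared, the counting unit, the MACS p-value, false discovery rate and fold enrichment thresholds, clustered peaks, the definition of promoters and distances, and the replicates used. Those on the number of tags, on the width of peaks and on runs of shared peaks were added after the data had been seen.

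The rotation test and the permutation of medians were tested on simulated data. Of 200 pairs of simulated lists with no shared peaks, 2.5% had a p under 0.05 by rotation, and of 200 pairs with planted shared peaks 100% had; of the planted peaks 99.98% were found. Of 200 simulated sets with equal medians, 6% had a p under 0.05 by permutation.

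Reads, signal tracks and the input libraries as such were not used here, so peaks were not called again and the signal at a region without a peak is not reported. Gene models of ce10 were not used here. The WBcel235 annotation served only to give the biotype of non-coding genes, 46 of 47 of which matched by name (1 of them to a protein-coding and 1 to an rRNA gene), and none of its coordinates are printed. No enrichment test was run on Table S2 or Table S3. The reporter, Northern and TaqMan measurements of the paper were not analysed here.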

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

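The tests of explanations in this part and the rotation tests of unshared peaks were chosen only after the results they address had been seen, and no biological explanation was tested, since the design holds a single stage and strain.

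Among LIN-42::GFP replicate 1 peaks absent from the replicate 2 list, which the paper does not discuss, 92 of 551 overlapped an endogenous LIN-42 peak (rotation mean 2.84, maximum 22). Among LIN-42::GFP replicate 2 peaks absent from the replicate 1 list, 93 of 2181 did (rotation mean 10.3, maximum 29; one-sided permutation test by rotation, p = 1e-05 for both, the smallest it can give). At lin-4, for which the paper reports no ChIP peak, LIN-42::GFP replicate 1 had a fold enrichment of 72.8 over the MACS background, in a peak of 5 tags. Each of the 6 chromosomes had a peak at its very start in every list, a region the paper does not describe. Its fold enrichment over the MACS background was at least 64.88 in LIN-42::GFP replicate 1 and at least 219.71 in replicate 2.

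Most LIN-42::GFP replicate 2 peaks, 2181 of 2580, are absent from the replicate 1 list. The share found in replicate 1 was 85.0 percentage points higher among peaks of 16 or more tags than among peaks of 4 tags, so few tags per peak may account for much of the absence. Tags of 1 amplified fragment placed a few bases apart are a further candidate explanation, since among replicate 2 peaks of 4 tags those at most 20 bp wider than the fragment length were found in replicate 1 less often than wider ones (odds ratio 0.115, Fisher's exact test, p = 1.45e-10). The comparison gave an odds ratio of 0.443 in replicate 1 against replicate 2 (Fisher's exact test, p = 0.104), and of 13.4, the opposite direction, for endogenous peaks of 5 tags found in either LIN-42::GFP list (p = 3.53e-13 by the same exact test). Both explanations stay open, and binding that differs between extracts was not tested.

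Shared peaks had a lower median fold enrichment than unshared peaks in LIN-42::GFP replicate 2 and a higher one in replicate 1. Clustered wide peaks are argued against as the whole cause, because the difference in replicate 2 without clustered peaks was still -10.76. It was -5.5 at a MACS p-value of 1e-10 or less. The fold is measured at the summit, so tags spread over wider peaks and a higher background in replicate 2 both stay open for shared peaks as a set. In replicate 2 the dve-1 peak (430883 to 431022) held 25 tags at a fold of 50.51. The wider F43C11.9 peak (2338503 to 2338678) held 23 tags at 475.3. Spread over a wider peak therefore cannot account for the lower fold at dve-1. Neither explanation was tested over all shared peaks.

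Shared LIN-42::GFP peaks were in the endogenous list more often than unshared replicate 1 peaks. The number of replicate 1 tags alone does not account for this. Among replicate 1 peaks of 4 or 5 tags the shares still differed by 49.5 percentage points. They differed by only 7.88 points at 11 to 15 tags and 16.4 at 16 or more, where the intervals overlap. The 309 shared peaks in the endogenous list exceeded the maximum of 283 when labels were permuted within replicate 1 tag numbers (one-sided permutation test, p = 1e-05). That permutation pooled peaks of 16 or more tags. Stronger signal at shared peaks stays open, because a peak found in both replicates may be stronger than its replicate 1 tags show. Tags of replicate 2 and endogenous LIN-42 were not matched. Whether shared peaks are regions that draw tags in every library, the inputs included, was not tested and stays open. The signal of the inputs was not used here and the endogenous list has no input control. The folds of the LIN-42::GFP lists do not decide it. At W07E6.3, with 36 tags in each replicate, the fold was 871.18 in replicate 1 and 86.87 in replicate 2. A higher background there in replicate 2 alone is a possible reading.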

How the results depend on the processing

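The alternatives on tags, on peak width and on runs of shared peaks were chosen after seeing the data; all others were planned. Of 89 alternative values for 26 results, 66 kept their direction and side of the threshold or, where no test was run, their size. None reversed. The other 23 follow, with tested differences that kept both but changed in size by more than the margin for counts. That margin is wide. Against 309, it took 226 (reciprocal overlap of 50%) and 214 (MACS p-value of 1e-10 or less) as keeping their size. Some of the 66 could not move, such as those for nuclear chromosomes only, where no peak was left out. The cause was not tested except where stated. Peaks shared by both LIN-42::GFP replicates numbered 395, and 254 at a MACS p-value of 1e-10 or less, 249 without clustered peaks and 189 at 10 or more tags, where fewer peaks enter by construction. Those also in the endogenous list numbered 309, and 201 without clustered peaks and 161 at 10 or more tags. Their share of 78.2% was 72.2% with a reciprocal overlap of 50%, 71.9% with summits within 200 bp, 84.3% at a MACS p-value of 1e-10 or less, 68.4% at a fold enrichment of 10 or more, 85.2% at 10 or more tags and 63.9% for peaks more than 20 bp wider than the fragment length. Without runs of 4 or more shared peaks the share was 75.8% in place of 66.9% for other intergenic peaks and 80.0% in place of 54.5% for promoters of non-coding genes. Leaving out a LIN-42::GFP replicate gave, over all classes, 15.8% to 42.4%, since all peaks of the other replicate then enter. The width difference in replicate 1 of 17 bp was 7 bp (permutation test, p = 0.147) without clustered peaks and 2 bp (p = 0.819) with summits within 200 bp. The fold difference in replicate 1 of 24.62 was 94.29 without clustered peaks, 106.02 at a MACS p-value of 1e-10 or less and 48.54 with summits within 200 bp, and that in replicate 2 of -23.31 was -10.76 without clustered peaks and -5.5 at a MACS p-value of 1e-10 or less. The width difference of 52 bp in replicate 2 was 31 bp without clustered peaks. At a MACS p-value of 1e-10 or less the width difference of -53 bp in the endogenous list was -17 bp (permutation test, p = 0.0147), and the excess of clustered peaks among shared ones of 17.7 percentage points was 7.56 (Fisher's exact test, p = 0.00489). The difference in the share on chromosome X of -3.98 points, which did not pass, was -1.27 there and without clustered peaks. Promoters were 22.0% of shared peaks with a limit of 2000 bp, introns 32.4% without clustered peaks, and other intergenic regions 25.5% without clustered peaks and 25.6% among peaks in all 3 lists. Peaks within 1000 bp were 42.5% by distance to the closest gene, which has a value only for peaks outside genes. The lin-4 region had 0 peaks at a MACS p-value of 1e-10 or less. The false discovery rate threshold could not be applied to the endogenous list, which gives none. No paired analysis was possible because the endogenous library has no second replicate and the inputs have no peak lists. Depth limits the lists: 47.0% of replicate 2 peaks hold 4 tags, the fewest in that list.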

Differences from the paper's values

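Under the main settings no value differed from the paper's by more than the margin set for a difference, which is wide. The classes come from Table S2 and the peak numbers from the deposited lists, so their agreement was fixed by construction and tests nothing. The paper's count of peaks in both LIN-42::GFP replicates is 413 and the count here is 395 peaks of replicate 1; counting overlapping pairs of peaks gave 418, and counting replicate 2 peaks gave 399. The paper's count of those also found with endogenous LIN-42 is 323 and the count here is 309, or 330 as overlapping pairs and 314 as replicate 2 peaks. The paper states no minimum overlap or counting unit. Of the alternatives set before the data were examined, the MACS p-value of 1e-10 or less (254 and 214) and leaving out clustered peaks (249 and 201) depart from these values of the paper by more than that margin, and the others do not. Those within it include 313 and 226 with a reciprocal overlap of 50%, and 360 and 259 with summits within 200 bp. Staying within the margin therefore does not show a close match. For the classes, counts beyond it were 87 promoter peaks within 2000 bp of a start site (22.0%) and 91 promoter peaks without clustered peaks, against the paper's 158 (38%); 21 peaks in gene bodies among peaks in all 3 lists, against the paper's 34; and 79 other intergenic peaks among peaks in all 3 lists and 70 without clustered peaks, against the paper's 121. The paper's peak numbers per list, 946, 2580 and 1128, match those counted here.

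The paper defines promoters by a distance of 2 kb upstream of a gene, while 93 of the 158 promoter regions of Table S2 (58.9%) have a start-site distance of 2000 bp or less there, and the largest is 13979 bp. Text S1 says that all peaks were called with respect to input, while the header of the endogenous LIN-42 list names no control. The paper describes enrichment directly at start sites and further upstream of them; the fullest bins here were 0 to 250 bp inside genes and 500 to 750 bp upstream, with 22 shared peaks each. Figure 5C is presented as LIN-42::GFP binding at let-7, where both LIN-42::GFP lists have a peak and the endogenous list has 0.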

Other observations

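No test in this part was planned for the chromosome starts, which were chosen only after the peaks there had been seen.

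Peaks at the very start of chromosomes were present in all 3 lists on all 6 chromosomes. In LIN-42::GFP replicate 2 they included the highest fold enrichments of the list, 909.28 on chromosome I near Y74C9A.3 (117 tags) and 805.95 on chromosome X at the non-coding RNA gene cTel7X.2 (60 tags). The starts of chromosome V, at cTel3X.2, of chromosome IV, near Y38C1AB.4, and of chromosome III, near fbxa-6, had 454.64, 389.69 and 371.98, and that of chromosome II, at cTel52S.1, had 219.71. In LIN-42::GFP replicate 1 they reached 88.81, a fold that 37.5% of peaks were below, and in the endogenous list they ranged from 32.99 to 93.98. By chance 0.0567, 0.155 and 0.0676 peaks would start in the first 1000 bases of all chromosomes in LIN-42::GFP replicates 1 and 2 and endogenous LIN-42.

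Shared peaks with another shared peak within 2000 bp formed 35 runs with 107 peaks, of which 5 runs had 4 or more. The longest, with 14 shared peaks on chromosome I from 10204168 to 10219069, lies downstream of its closest genes, Y106G6E.4 and Y106G6E.8, and 4 of its peaks were in the endogenous list. Closest to the non-coding gene Y97E10B.12 were 11 (chromosome V, 7917433 to 7924325), 3 of them endogenous, and downstream of ZK218.8 were 7 (chromosome V, 17120492 to 17126610), of which 0 were; a separate run of 2 closest to ZK218.8 (17115452 to 17118338) had both in the endogenous list. The run downstream of F14F11.2 and cct-4, a chaperonin subunit gene (chromosome II, 8288767 to 8292591), and that in the promoter class at oac-58 (chromosome IV, 12314448 to 12319275) had 4 each, all in the endogenous list. In replicate 1, 30.4% of shared and 12.7% of unshared peaks were clustered (odds ratio 3.00, two-sided Fisher's exact test, p = 4.51e-11), a difference that fell to 7.56 percentage points at a MACS p-value of 1e-10 or less. Fisher's test takes peaks as independent, which peaks of a run are not. On chromosome X lay 15.4% of shared and 19.4% of unshared peaks (Fisher's exact test, p = 0.121), a difference that did not pass.

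Of 1128 endogenous LIN-42 peaks, 657 overlapped no LIN-42::GFP peak. Endogenous peaks at shared LIN-42::GFP peaks had a median fold enrichment of 52.65 and a median width of 135 bp, against 34.01 and 188 bp for the others (two-sided permutation tests, p = 1e-05 for each). The width difference of -53 bp was -17 bp at a MACS p-value of 1e-10 or less (permutation test, p = 0.0147). In LIN-42::GFP replicate 2 shared peaks had a median width of 168 bp and unshared peaks of 116 bp (the same permutation test, p = 1e-05).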
